# Loss of p24 function in *Drosophila melanogaster *causes a stress response and increased levels of NF-κB-regulated gene products

**DOI:** 10.1186/1471-2164-9-212

**Published:** 2008-05-08

**Authors:** Kara A Boltz, Ginger E Carney

## Abstract

**Background:**

Secretory and transmembrane proteins traverse the endoplasmic reticulum (ER) and Golgi compartments for final maturation prior to reaching their functional destinations. Members of the p24 protein family, which are transmembrane constituents of ER and Golgi-derived transport vesicles, function in trafficking some secretory proteins in yeast and higher eukaryotes. Yeast p24 mutants have minor secretory defects and induce an ER stress response that likely results from accumulation of proteins in the ER due to disrupted trafficking. We tested the hypothesis that loss of *Drosophila melanogaster *p24 protein function causes a transcriptional response characteristic of ER stress activation.

**Results:**

We performed genome-wide profiling experiments on tissues from *Drosophila *females with a mutation in the *p24 *gene *logjam *(*loj*) and identified changes in message levels for 641 genes. We found that *loj *mutants have expression profiles consistent with activation of stress responses. Of particular note is our observation that approximately 20% of the loci up regulated in *loj *mutants are *Drosophila *immune-regulated genes (DIRGs), many of which are transcriptional targets of NF-κB or JNK signaling pathways.

**Conclusion:**

The *loj *mutant expression profiling data support the hypothesis that loss of p24 function causes a stress response. Genes involved in ameliorating stress, such as those encoding products involved in proteolysis, metabolism and protein folding, are differentially expressed in *loj *mutants compared to controls. Nearly 20% of the genes with increased message levels in the *loj *mutant are transcriptional targets of *Drosophila *NF-κB proteins. Activation of NF-κB transcription factors is the hallmark of an ER stress response called the ER overload response. Therefore, our data are consistent with the hypothesis that *Drosophila *p24 mutations induce stress, possibly via activation of ER stress response pathways. Because of the molecular and genetic tools available for *Drosophila*, the fly will be a useful system for investigating the tissue-specific functions of p24 proteins and for determining the how disrupting these molecules causes stress responses in vivo.

## Background

Proper functioning of the ER is critical for cell survival and function. Perturbations in protein folding in the ER or in trafficking of secretory proteins are associated with a large number of human maladies, including diabetes and neurodegenerative diseases, and can lead to chronic inflammation and cancer [Reviewed in [1-5]]. The ER is the first cellular compartment in which secretory and membrane proteins undergo post-translational modification as they progress through the cellular membrane systems to their final functional location. When ER homeostasis is disrupted or trafficking is blocked, cells attempt to correct the problem via induction of stress response pathways such as the unfolded protein response (UPR) and the ER overload response (EOR), phylogenetically conserved mechanisms for dealing with cellular assaults [Reviewed in [4,6-12]].

The UPR and EOR signaling programs can be activated by the presence of unusually large amounts of proteins within the ER that are not trafficked to the Golgi. For instance, the UPR is induced when mutant proteins cannot be properly folded and accumulate within the ER lumen. The EOR, which is characterized by activation of the Rel transcription factor NF-κB and its downstream signaling pathways, is stimulated by events such as viral infection that produce overwhelming amounts of non-mutant proteins [Reviewed in [13]].

The UPR attenuates translation to decrease overall protein load in the ER and activates transcription of genes encoding chaperones, oxidoreductases, and other proteins necessary for folding and post-translational modification. Genes involved in protein metabolism are up regulated as well. The activated UPR also targets improperly folded proteins to the ER-associated degradation (ERAD) pathway and up regulates genes necessary for protein metabolism. Cells unable to overcome ER stress may ultimately die by apoptosis [Reviewed in [4,6-10]].

Three cellular signal transduction pathways mediate downstream UPR or EOR events [Reviewed in [4,6-10]]. In mammals PERK, Atf6 and Ire-1 are ER transmembrane proteins, with N-termini in the ER lumen and C-termini in the cytoplasm, which serve as sensors for changes within the ER, including alterations in calcium levels, redox environment or levels of nascent proteins. Translational attenuation, which decreases the overall amount of nascent protein requiring ER modification and folding, is mediated by PERK kinase activation by autophosphorylation. Subsequent PERK inactivation of the eIF2α translation initiation factor via phosphorylation is responsible for the resulting translational attenuation.

Upon UPR induction, the Ire-1 endonuclease is also phosphorylated, allowing cleavage of the *Xbp1 *mRNA to produce a functional bZIP transcription factor that positively regulates expression of downstream genes such as ER chaperones. Ire-1 also targets a subset of mRNAs encoding membrane and secreted proteins for degradation [14]. The third UPR signal, Atf6 is a transcription factor that is released from the ER during cellular stress, moves to the Golgi for final modification, and then activates transcription of downstream genes including chaperones and *Xbp1*. There are *Drosophila *counterparts to PERK (PEK in *Drosophila*), Atf6, Ire-1 and Xbp1 [[15-17], Reviewed in [11]], although the genes and their targets are largely unstudied in this model system.

One or more of the signaling cascades involved in the UPR also activate the EOR and NF-κB. This NF-κB activation occurs post-translationally, possibly as a result of PERK-mediated translational attenuation of the NF-κB inhibitory partner I-κB [18,19]. Other data suggest a model in which NF-κB is a downstream target of Ire-1 through an interaction between Ire-1 and the E3 ubiquitin ligase Traf2 that leads to NF-κB activation [20]. Yeast do not have NF-κB homologs and lack two of the UPR signaling pathways found in multi-cellular organisms; all known UPR signaling in yeast is regulated by Ire-1.

It is not clear that activation of the UPR and EOR are entirely separable events since both responses require components of the same ER stress-activated signaling cascades [21]. Several chemical agents that induce the UPR also trigger the EOR, although some inducers may be pathway specific [Reviewed in [13]]. One possibility is that the EOR is a later response to stresses that cannot be overcome by the initial UPR activation [21]. Early UPR activation may induce "adaptation genes", and, if the stress cannot be overcome, the "alarm genes" characteristic of the EOR may be induced in a final effort to save cells before they initiate apoptosis [21].

Members of the p24 protein family are constituents of ER and Golgi-derived vesicles and are hypothesized to function in a variety of ways in intracellular protein trafficking [Reviewed in [22]]. Since loss of p24 function reduces trafficking of specific proteins [23-25] and induces the UPR in yeast [26], we reasoned that loss of p24 expression in *Drosophila *should similarly reduce protein trafficking and induce an ER stress response. Because we expected trafficking of otherwise normal proteins to be affected in p24 mutants, we further predicted that the *Drosophila *stress response would differ from that in yeast by more closely resembling the EOR rather than the UPR and that the response would be activated by the PEK or Ire-1 pathways. Our genome-wide expression profiling and genetic interaction studies are consistent with the hypotheses that loss of p24 function leads to activation of stress responses in metazoans and that both the PEK and Ire-1 pathways may be involved in these responses through activation of the NF-κB proteins Dif and Rel.

## Results

Since deletion of a yeast p24 protein induces an ER stress response [26], we predicted that loss of a *Drosophila *p24 protein, Loj, would elicit a similar response in flies. Because flies contain all three stress response pathways (PEK, Atf6, Ire-1) while yeast only have the Ire-1-mediated response, we expected that loss of trafficking due to a p24 mutation might induce multiple ER stress-activated signaling pathways. Since one characteristic of ER stress responses is transcriptional activation of numerous gene products to ameliorate the stress, we utilized a genomic profiling approach to determine the genes with altered expression in *loj*^00898^/*loj*^04026 ^mutants (henceforth referred to as *loj *mutants) compared to controls. We showed previously that this allelic combination is strongly hypomorphic and probably genetically null [27].

*loj *transcripts and proteins are highly expressed in the follicle cells of developing eggs and in the central nervous system (CNS) [27,28] as well as in other tissues such as the gut and fat body (K.A. Boltz, S. Grady, and G.E. Carney, unpublished results). For our analyses, female abdomens containing the ovaries, genital tract, fat, and gut tissue were dissected away from the remainder of the body (head/thorax), which contains the entire CNS as well as the fat surrounding the head. Mutant and control samples from either the abdomen or head/thorax were used to generate labeled samples for microarray analyses using Affymetrix *Drosophila *Genome 2.0 arrays. 

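Arrays were hybridized with RNA of 12 samples, 1 array per sample: 3 *loj* and 3 control samples of abdomen, and 3 *loj* and 3 control samples of head/thorax. Each sample held tissue of 12 females collected 3 h after mating on day 4, and each control sample pooled 6 females heterozygous for each of the *loj* alleles. The deposited values are probe set intensities on a linear scale, 1 per probe set and array. The authors derived expression values by dChip PM-MM, dChip PM and GCOS, and which of these the values are, and how arrays were normalized to each other, is not given in the sources used here. Values below 0, which dChip PM-MM can give, make up 2.02% of the values of the 18769 probe sets that are not array controls. The median intensity per array ran from 93.4 to 102 in abdomen and from 145 to 160 in head/thorax. For each tissue, intensities under 1 were set to 1, taken to log2 and compared between *loj* and control with limma. A probe set counts as higher or lower in *loj* at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. The number of arrays, 3 per group, limits the precision of every value. An intensity is taken as above background where it exceeds the 95th percentile of 27 bacterial control probe sets of its array. This level was 91.2 to 131 in control and 76.8 to 108 in *loj* abdomens, and 206 to 256 and 126 to 236 in head/thorax. Each control array had a higher level than the *loj* array of its tissue and number, so controls count as at background more readily. Where 1 group is not above background, the change is given as at least so many fold against that level if the other group exceeds it clearly enough for such a bound, with any log2 fold change beside it being that of the measured values, and otherwise no fold is given. Gene lists, the rule for which genes are named and the test for a call were chosen before the data were examined, and the background level after. By that rule 106 probe sets are named, and the paper's folds of the genes it discusses were known when the rule was set. After the group means were removed, head/thorax arrays of *loj* and control with the same replicate number correlated across probe sets by 0.13, 0.11 and 0.13, and those with other numbers by at most 0.06. Probe sets are not independent replicates, but head/thorax samples were therefore treated as possibly paired, and values with replicate number as a block are given beside head/thorax results that change with it. Of the 43 named probe sets called in abdomen, 6 are also called with each single array left out in turn (*loj*, *CG8768*, *UGP*, *CG33468*, *GstE1* and *E(spl)m5-HLH*), and of the 68 called in head/thorax, 20 are.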

We identified a similar number of expression changes in each of the two samples using a 1.5-fold cut-off (p < 0.001 for all data extraction methods for each sample). In the abdominal preparations 366 genes showed transcriptional changes, and 372 genes were identified in the head/thorax samples. 

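In the abdomen of *loj* females 116 probe sets were higher and 48 lower than in controls, and in the head/thorax 204 were higher and 146 lower. Frost (*Fst*), a gene induced during recovery from cold, had an intensity of 335 ± 80.6 (SD, n = 3) in control abdomens and 3702 ± 1310 (SD, n = 3) in *loj* abdomens (log2 fold change 3.44, standard error 0.29, adjusted p = 0.0144 from limma). Dopa decarboxylase (*Ddc*), which makes dopamine and serotonin, rose from 291 to 870.5 in abdomen (log2 fold change 1.60, adjusted p = 0.0214), and the glutathione S-transferase gene *GstE1* decreased from 837 to 193 (log2 fold change -2.12, adjusted p = 0.00391). In the head/thorax, *Acbp6*, which encodes an acyl-CoA binding protein, was 199 ± 32.6 in controls and 791 ± 111 in *loj* (log2 fold change 2.00, adjusted p = 0.0043), and the cytochrome P450 gene *Cyp313a1* was 2382 ± 208 and 934 ± 99.6 (log2 fold change -1.35, adjusted p = 0.00387). All 164 abdomen calls and all 350 head/thorax calls have 3 *loj* arrays outside the range of the control arrays, as have 19.5% and 23.8% of all probe sets, where chance gives 10%. In 17 abdomen and 54 head/thorax calls neither group is above the level of the bacterial controls. With replicate number as a block, the head/thorax counts are 77 higher and 58 lower, of which 71 and 57 are among the calls without it. In abdomen the block leaves 0 higher and 1 lower, *loj*, so no other abdomen call named here holds under it. Abdomen arrays of *loj* and control with the same number correlated by -0.01, 0.08 and 0.20, and those with other numbers by up to 0.24. Leaving out 1 abdomen array gives 13 to 29 higher and 9 to 23 lower, whichever of the 6 is left out. In the head/thorax the counts are 50 and 43 without control replicate 1, 81 and 76 without control replicate 2, 62 and 61 without control replicate 3, 63 and 49 without *loj* replicate 2, 139 and 116 without *loj* replicate 3, and 261 and 134 without *loj* replicate 1. The 18S rRNA control intensity was 7694, 1116 and 1221 on the *loj* head/thorax arrays and 611, 814 and 819 on the controls (exact two-sided permutation test, p = 0.1). The 3' to 5' log2 ratio of the *Act5C* control probe sets was 1.38 ± 0.055 (SD, n = 3) in control and 0.89 ± 0.12 (SD, n = 3) in *loj* head/thorax arrays, and 0.82 ± 0.079 and 0.69 ± 0.026 in abdomen arrays (exact two-sided permutation test, p = 0.1 in each tissue, the smallest that 3 arrays against 3 allow). The ratio of 1 GAPDH control set was also lower in *loj*, 0.36 and 0.327 in abdomen (exact p = 0.5) and 0.527 and 0.44 in head/thorax (exact p = 0.2), and that of another was higher, 1.82 and 2.02 (exact p = 0.1) and 1.28 and 1.41 (exact p = 0.2). In head/thorax the actin and eIF4a ratios were lower in *loj* too, 1.75 and 1.55 (exact p = 0.4) and 0.863 and 0.79 (exact p = 0.3).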

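Of the probe sets called in each tissue, 56 changed in the same direction in abdomen and head/thorax, 36 higher and 20 lower in *loj*. Independent lists of these sizes would share 1.26 and 0.373 (Fisher's exact test, two-sided, odds ratio 49.5 and p = 4.91e-43 for the higher and odds ratio 105 and p = 2.38e-30 for the lower). These values take probe sets and tissues as independent. Residuals of equally numbered *loj* arrays of the 2 tissues correlated by 0.38, 0.17 and 0.36. The p values therefore do not measure the evidence from 3 samples per group. The tetraspanin gene *Tsp42Ed* rose in both tissues, from 1039 ± 134 to 2641 ± 334 in abdomen (SD, n = 3; log2 fold change 1.35, adjusted p = 0.0185) and from 1729 ± 26.3 to 4194 ± 666 in head/thorax (log2 fold change 1.27, adjusted p = 0.00887, and 0.0509 with replicate number as a block). *CG31205* decreased from 155 to background in abdomen, at least 1.74-fold (adjusted p = 0.0318), and from 3041 ± 703 to 300.2 ± 25.4 in head/thorax (log2 fold change -3.32, adjusted p = 0.00143). *Rnf11*, whose product belongs to the RING finger proteins, was at least 2.68-fold lower in abdomen (adjusted p = 0.0111) and had a log2 fold change of -1.70 in head/thorax (adjusted p = 0.00518). Opposite directions were called for 2 probe sets, those of CG42565 and of the odorant binding protein gene *Obp19a*, which in abdomen was not above background in either group and in head/thorax loses its call with replicate number as a block (adjusted p = 0.0865). The count of 56 falls to 1 with replicate number as a block in both tissues and lies between 8 and 63 when 1 array is left out; each abdomen array, each control head/thorax array and *loj* head/thorax replicate 2 lowers it to 29 or fewer.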

Ninety-seven of the genes are common to both tissue preparations (Table 1).

**Table 1:** Total number of genes with altered expression levels in *loj *mutant tissues

	Up regulated	Down regulated	Total changes
Abdomen only	205	64	269
Head/thorax only	164	111	275
Common to both tissues	77	20	97

Total	446	195	641

Of the 641 genes showing transcriptional changes in one or both tissues, approximately one fifth (131 genes) are up regulated by various pathogens or septic injury (Table 2); many are targets of the Toll or Imd signaling cascades [29-37]. The Toll pathway in *Drosophila *regulates immune response to pathogens and septic injury by activating the NF-κB transcription factors Dorsal (Dl) and Dif [38-41], while the Imd pathway branches downstream of TAK1 to activate Jun kinase (JNK) and Relish (Rel) signaling in response to pathogens or injury [31]. Rel is the third NF-κB transcription factor in *Drosophila *that controls humoral immune responses [42]. Since activation of NF-κB is the hallmark of the EOR, our data showing increased levels of numerous immune responsive and NF-κB target genes suggest that a stress response that includes the EOR is activated in *loj *mutant females.

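Several lists of humoral immune genes were shifted toward higher expression in *loj* females when tested at a fixed correlation between genes, and no list passed in either tissue with an estimated correlation. That second test has only the residual degrees of freedom of 6 arrays. The Toll list in head/thorax failed it at an estimated correlation of -0.0169, below the fixed 0.01, so failing does not by itself show correlated genes. At the fixed correlation other groupings of the arrays passed up to 9 lists in abdomen and 8 in head/thorax. In abdomen, 17 genes of the Imd pathway include 2 that rose, the peptidoglycan recognition protein gene *PGRP-LA* (log2 fold change 0.89, adjusted p = 0.0214) and *Rel*, and none that fell (the same 2 adjusted over the list alone; list adjusted p = 0.00783 from camera, adjusted p = 0.578 with an estimated correlation). In head/thorax 3 of these genes rose, *Rel*, *pirk* and *PGRP-LF* (4 adjusted over the list alone; adjusted p = 0.00283, and adjusted p = 0.372 with an estimated correlation). The products of *pirk* and *PGRP-LF* are known to restrain Imd signaling; *pirk* went from 347 ± 53 to 2099 ± 229 (SD, n = 3; log2 fold change 2.60, standard error 0.14, adjusted p = 0.00152) and *PGRP-LF* had a log2 fold change of 1.14 (adjusted p = 0.0224, and 0.0975 with replicate number as a block). Of 17 genes of the Toll pathway, 2 rose in head/thorax, *cact*, which encodes the inhibitor of Dorsal and Dif (log2 fold change 0.90, adjusted p = 0.0131, blocked 0.0641), and *Spn27A*, which encodes a serpin that restrains Toll activation and melanization (log2 fold change 0.96, adjusted p = 0.0168, blocked 0.0806). This list had 3 higher adjusted over the list alone (adjusted p = 0.00263, and adjusted p = 0.209 with an estimated correlation), and in abdomen none was called (adjusted p = 0.289). Of 12 antimicrobial peptide genes, *CecB*, *Drs* and *Drsl6* rose in head/thorax (3 adjusted over the list alone; adjusted p = 0.0159, and adjusted p = 0.628 with an estimated correlation). Drosomycin (*Drs*) was 2418 ± 678 in controls and 11600 ± 2360 in *loj* (log2 fold change 2.28, adjusted p = 0.0112), and *Drsl6* was at least 12-fold higher (adjusted p = 0.0392, blocked 0.0641). In abdomen 10 of the 12 had a positive change and none passed over all probe sets (2 adjusted over the list alone, list adjusted p = 0.00194 from camera, and 0.578 with an estimated correlation). Relative to the mean of the control abdomens, the list median was 1.89, 0.77 and 0.38 in *loj* replicates 1, 2 and 3. In control replicates 1, 2 and 3 it was -0.14, -0.27 and 0.40, so the groups overlap. Among 10 Bomanins and other short peptides induced through Toll, all had positive changes in each tissue; 1 passed in head/thorax, *BomS5* (log2 fold change 0.71, adjusted p = 0.0356), and none in abdomen, with 2 and 8 adjusted over the list alone (adjusted p = 1.52e-05 and 8.01e-07, and adjusted p = 0.372 and 0.569 with an estimated correlation). JAK/STAT and Turandot genes had 2 of 13 higher in abdomen, *vir-1* (log2 fold change 1.75, adjusted p = 0.0381) and *Tep4* (1.06, adjusted p = 0.0144), and 2 in head/thorax, the receptor gene *dome* (1.01, adjusted p = 0.00128) and *Diedel* (at least 11.8-fold, adjusted p = 0.0429, blocked 0.0529); adjusted over the list alone these are 2 and 6 (adjusted p = 0.0114 and 5.31e-05, and adjusted p = 0.569 and 0.372 with an estimated correlation). In head/thorax fry, which tests a list's genes on their own and without a block, passed for the Toll, Imd, short peptide and JAK/STAT lists (adjusted p = 0.00337, 0.00951, 0.0456 and 0.0276). It did not for antimicrobial peptides (adjusted p = 0.0674), and in abdomen it passed for none of these lists (adjusted p from fry 0.0971 to 0.259). The paper reasons that NF-κB activation marks the EOR and proposes, from the higher levels of immune responsive and NF-κB target genes, that a stress response including the EOR is active in *loj* females.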

**Table 2:** Total DIRGs with altered expression levels in *loj *mutant tissues

	Up regulated	Down regulated	Totals
Abdomen only DIRGs	44	3	47
Head/thorax only DIRGs	44	4	48
DIRGs common to both tissues	36	0	36

Total	124	7	131

### Expression changes common to both tissues

While the majority of the genes identified in our analyses were specific to either the abdomen or the head/thorax samples, numerous changes were common to both tissue preparations. 

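The change in *loj* differed between head/thorax and abdomen for 95 probe sets, by limma's test of genotype by tissue on all 12 arrays (adjusted p under 0.05; 1761 at an unadjusted p under 0.05); 44 of them were higher in head/thorax relative to abdomen. The Imd regulator *pirk* differed between the tissues by 2.56 on the log2 scale (adjusted p = 0.000458), with a log2 fold change of 0.044 in abdomen. *CG5966*, which encodes a predicted lipase, was at least 5.08-fold higher in head/thorax (adjusted p = 0.0122) and had a log2 fold change of 0.17 in abdomen (measured difference 2.77, adjusted p = 0.00384). *Idgf3*, which encodes a chitinase-like growth factor, rose from 711 ± 124 to 2052 ± 59.3 in abdomen (SD, n = 3; log2 fold change 1.54, adjusted p = 0.0144), and its change was smaller in head/thorax (0.46; difference -1.08, adjusted p = 0.00373). The cytochrome P450 gene *Cyp12a5* rose in abdomen (0.95, adjusted p = 0.0175) and had a log2 fold change of -0.007 in head/thorax (difference -0.95, adjusted p = 0.0149). Of 106 probe sets called in abdomen and not in head/thorax, 86 changed with the same sign in head/thorax and 21 passed the test of the difference. Of 292 called in head/thorax and not in abdomen, 250 had the same sign in abdomen and 46 passed it. Of the 95, 7 were called in both tissues and 21 in neither. Of the 23 named probe sets that passed, 10 have both groups of a tissue at background. Residuals of equally numbered abdomen and head/thorax arrays correlated across probe sets by 0.38, 0.17 and 0.36 in *loj* and 0.03, 0.12 and 0.28 in control; with a block for each genotype and replicate number the count is 62, and without control head/thorax replicate 1 it is 54.

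**Figure D1:**
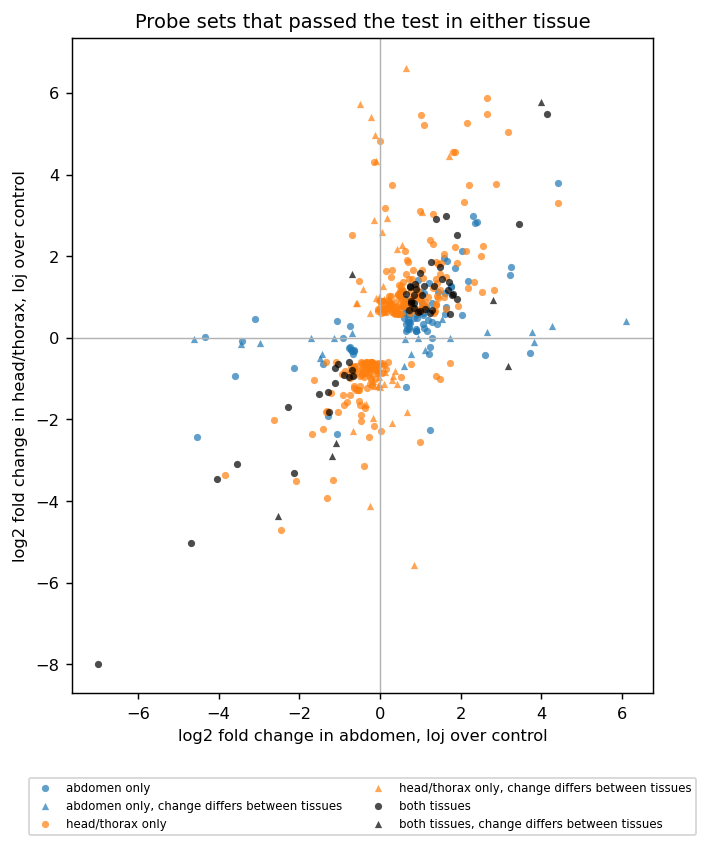
Log2 fold changes of loj over control in abdomen (x axis) and head/thorax (y axis) for the 456 probe sets called in at least 1 tissue, 106 in abdomen only (blue), 292 in head/thorax only (orange) and 58 in both (black); triangles mark those whose change differed between the tissues.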

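The *loj* transcript itself was lower in both tissues: its intensity was 1024 ± 90.1 (SD, n = 3) in control abdomens and 39.6 ± 3.14 in *loj* abdomens, at the background level and at least 11.8-fold lower (log2 fold change -4.69, standard error 0.10, adjusted p = 0.000184 from limma). In head/thorax it was 1135 ± 93.9 and 34.7 ± 4.97, at least 6.97-fold lower (log2 fold change -5.04, standard error 0.13, adjusted p = 0.000152). *UGP*, which encodes UTP-glucose-1-phosphate uridylyltransferase, was 295 ± 37.3 and 51.3 ± 7.66 in abdomen, at least 3.38-fold lower (adjusted p = 0.00629), and 1488 ± 29.8 and 72.7 ± 2.61 in head/thorax, at least 9.15-fold lower (adjusted p = 9.74e-06). *CG8768* was at least 2.39-fold lower in abdomen (adjusted p = 0.00391) and at least 7.18-fold lower in head/thorax (adjusted p = 0.000167). The cytochrome P450 gene *Cyp9c1* decreased from 307 ± 34.5 to 134 ± 4.54 in abdomen (log2 fold change -1.19, adjusted p = 0.0144) and from 1258 ± 64.5 to 169 ± 22.1 in head/thorax (log2 fold change -2.91, adjusted p = 0.000409). *ninaD*, which encodes a scavenger receptor for carotenoid uptake, was at least 1.89-fold lower in head/thorax (adjusted p = 0.00894) and had a log2 fold change of -1.31 in abdomen (adjusted p = 0.324). Of the genes named, *loj*, *UGP* and *CG8768* pass in both tissues with each single array left out; with 1 array left out *Cyp9c1* in abdomen reaches an adjusted p of 0.0884 and *ninaD* in head/thorax one of 0.0508.

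**Figure D2:**
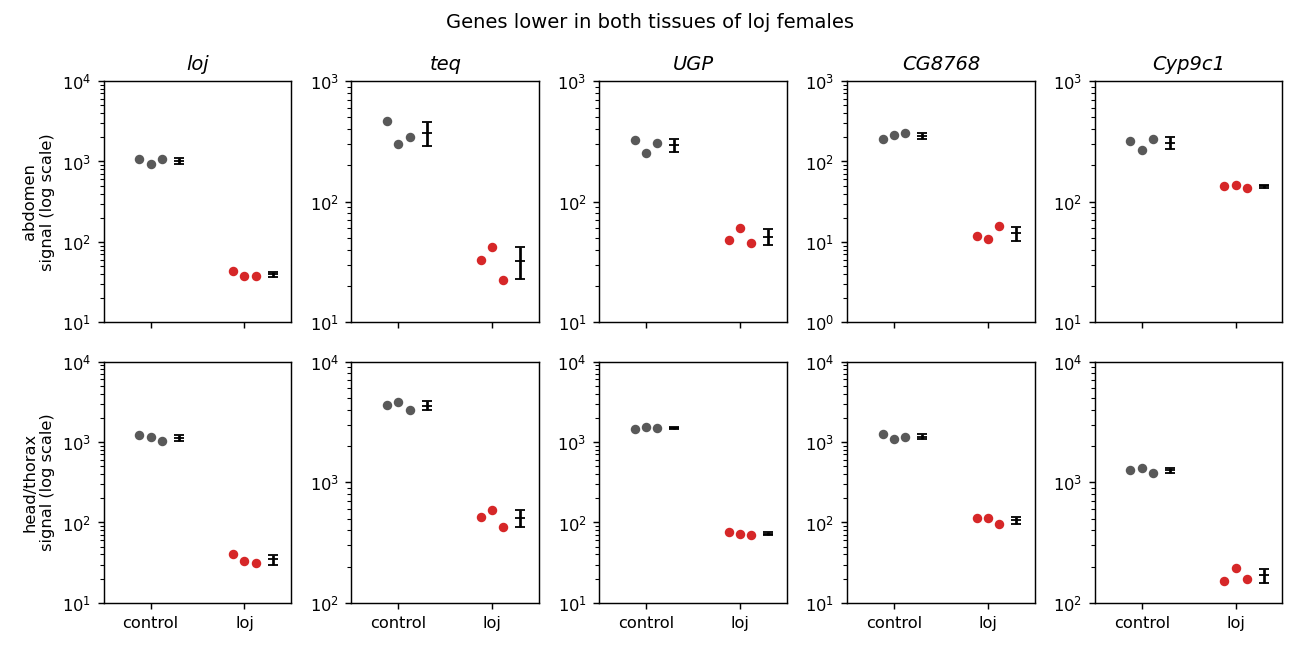
Intensity of loj, teq (Tequila), UGP, CG8768 and Cyp9c1 on each array (points, log scale), with mean and SD as bars, for control and loj samples of abdomen and head/thorax. The means of loj are 1024 and 39.6 in control and loj abdomen and 1135 and 34.7 in control and loj head/thorax.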

Twenty genes had decreased levels (including *loj*, see Additional file 1) in both mutant tissue samples, while 77 genes showed increased expression in *loj *mutants compared to controls (see Additional files 1 and 2). Seventeen of these 97 genes were found previously to be transcriptionally responsive to the ER stress inducing agent tunicamycin [43]. 

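Among the genes the paper lists as common to both tissues and marks as responding to tunicamycin, a drug that blocks N-glycosylation in the ER, 14 are marked with the same direction and 3 with the opposite one. All 17 changed with the sign the paper gives in both tissues. In head/thorax 12 of the 14 passed (7 with replicate number as a block), and in abdomen 6; the paper chose them on these samples, so the counts are not independent evidence of their direction. Of those marked with the same direction, the serpin gene *Spn88Eb* rose in head/thorax from 861 ± 79 to 3587 ± 485 (SD, n = 3; log2 fold change 2.05, adjusted p = 0.00168), with a log2 fold change of 1.58 in abdomen (adjusted p = 0.11). *aay*, which encodes phosphoserine phosphatase, the last step of serine synthesis, rose in head/thorax from 3862 ± 591 to 6994 ± 567 (log2 fold change 0.87, adjusted p = 0.023), and its log2 fold change in abdomen was 0.63 (adjusted p = 0.17). Frost rose in head/thorax too (log2 fold change 2.79, adjusted p = 0.0347). Of the 3 marked with the opposite direction, 1 passed in abdomen and 2 in head/thorax (1 with the block), *Acbp6* and the lysozyme gene *LysX* (log2 fold change 1.16, adjusted p = 0.0298, blocked 0.0805). In abdomen *Acbp6* and *LysX* had log2 fold changes of 2.51 and 1.50 (adjusted p = 0.0803 and 0.0836). *Spn88Eb* keeps its call with any 1 array left out, and *aay* reaches an adjusted p of 0.107 and Frost one of 0.129.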

Fourteen of our genes show a similar response to tunicamycin-induced changes, while 3 genes show the opposite pattern (see Additional files 1 and 2). *Tequila*, which is down regulated in *loj *mutants (see Additional file 1), is also repressed in tissue culture cells in which the UPR has been induced by dithiothreitol treatment; this decrease is dependent upon Ire-1 but not Xbp1 [14].

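*Tequila* (*teq*), a secreted serine protease gene, is measured by 2 probe sets that moved in opposite directions in head/thorax. The one the paper lists as lower in both tissues was 372 ± 84.9 (SD, n = 3) in control and 32.6 ± 9.75 in *loj* abdomens, at least 4.21-fold lower (log2 fold change -3.54, standard error 0.28, adjusted p = 0.0144 from limma), and 4322 ± 345 and 509 ± 81.7 in head/thorax (log2 fold change -3.10, standard error 0.13, adjusted p = 0.000711). The other rose in head/thorax from 294 ± 26.8 to 481 ± 54.8 (log2 fold change 0.71, standard error 0.11, adjusted p = 0.0322), and did not pass in abdomen, where its control intensity was at the background level (adjusted p = 0.107). The lower probe set, with 1 array left out, reaches an adjusted p of 0.0632 in abdomen and stays under 0.05 in head/thorax.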

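Of 37 probe sets of immune-regulated genes that the paper lists as common to both tissues, all were higher in *loj* in each tissue, and 15 passed in abdomen and 26 in head/thorax (15 with replicate number as a block). The paper chose them on these samples, so their direction is not independent evidence. *Socs36E*, which encodes an inhibitor of JAK/STAT signaling, rose in abdomen from 380.1 ± 74.7 to 1558 ± 351 (SD, n = 3; log2 fold change 2.03, standard error 0.22, adjusted p = 0.0217 from limma), and in head/thorax its log2 fold change was 2.13 (adjusted p = 0.0521). The serpin gene *Spn28Dc* was at least 3.21-fold higher in abdomen (adjusted p = 0.0144) and rose in head/thorax from 459.8 ± 20.7 to 3066 ± 2070 (log2 fold change 2.53, adjusted p = 0.0444, blocked 0.105). *IM23*, an immune-induced gene, rose in head/thorax from 1300 ± 313 to 4686 ± 1350 (log2 fold change 1.84, adjusted p = 0.0216), and had a log2 fold change of 1.51 in abdomen (adjusted p = 0.0761). Over all tables of the paper, probe sets it assigns to Toll number 48 in abdomen, of which 12 rose, and 47 in head/thorax, of which 30 rose and 1 fell (21 with the block). Those it assigns to Imd number 41, of which 13 rose, and 49, of which 29 rose (15 with the block). Each of the 3 named genes loses its call with at least 1 array left out (adjusted p of at most 0.163).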

Of the genes identified in both tissue data sets, 36 are known or likely *Drosophila *immune-regulated genes (DIRGs), the majority of which are targets of Toll or Imd signaling (see Additional file 2). 

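*Gadd45* rose in both tissues of *loj* females: in abdomen from 117 ± 9.2 to 234 ± 36.3 (SD, n = 3; log2 fold change 1.00, standard error 0.14, adjusted p = 0.0445 from limma), and in head/thorax from background to 494 ± 108, at least 2.16-fold (log2 fold change 1.58, standard error 0.17, adjusted p = 0.0112). With 1 array left out the adjusted p reaches 0.198 in abdomen and 0.0655 in head/thorax.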

*GADD45β *is an ER stress response gene that is regulated by NF-κB and exerts an anti-apoptotic effect by down regulating JNK signaling [44]. Also up regulated in this common data set are genes encoding small immune peptides such as Cecropins and Attacins as well as the gram-positive bacteria peptidoglycan receptor *PGRP-SA *(see Additional file 2). 

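Of the Cecropin and Attacin genes and *PGRP-SA*, those called were *CecB* and *PGRP-SA* in head/thorax; the others had positive changes that did not pass. *CecB*, an antibacterial Cecropin, was 86.9 ± 30.5 (SD, n = 3) in control head/thorax, at background, and 1970 ± 888 in *loj*, at least 8.12-fold higher (log2 fold change 4.45, standard error 0.42, adjusted p = 0.00887 from limma). In abdomen it was 126 ± 32 and 413 ± 111 (log2 fold change 1.70, standard error 0.27, adjusted p = 0.0589). *CecC* had log2 fold changes of 2.38 in abdomen (adjusted p = 0.132) and 3.69 in head/thorax (adjusted p = 0.0502). For the Attacins, *AttB* had 2.34 and 2.36 (adjusted p = 0.292 and 0.199) and *AttC* 3.54 and 2.16 (adjusted p = 0.199 and 0.129), with standard errors of 0.59 to 1.02. *PGRP-SA*, which encodes the recognition protein for Gram-positive peptidoglycan, rose in head/thorax from 699 ± 37.9 to 2624 ± 822 (log2 fold change 1.87, adjusted p = 0.0132, and 0.0514 with replicate number as a block). In abdomen it was 308 ± 92.7 and 780.5 ± 96.3 (log2 fold change 1.38, adjusted p = 0.0646). *CecB* in head/thorax, with 1 array left out, reaches an adjusted p of 0.0569 and *PGRP-SA* one of 0.07.

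**Figure D3:**
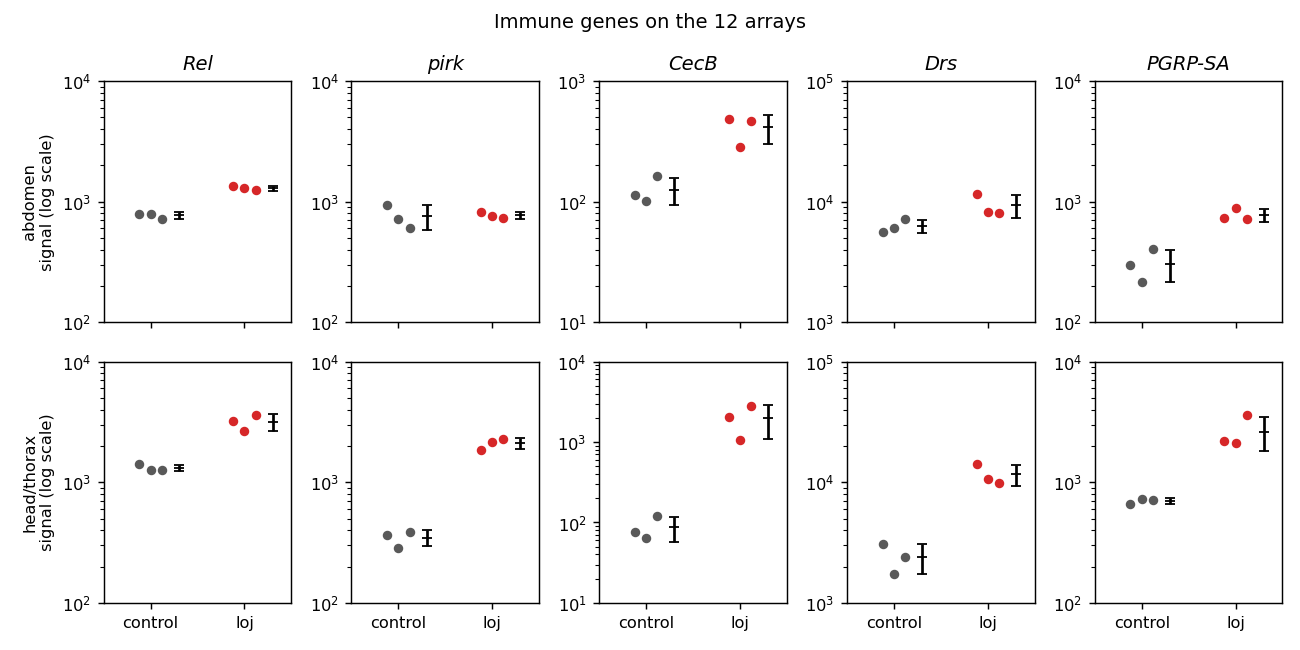
Intensity of Rel, pirk, CecB, Drs and PGRP-SA on each array (points, log scale), with mean and SD as bars, for control and loj samples of abdomen and head/thorax. In head/thorax the means of CecB are 86.9 in control and 1970 in loj.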

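*Rel*, the NF-κB factor of the Imd pathway, was 769.8 ± 44.9 (SD, n = 3) in control and 1291 ± 53.3 in *loj* abdomens (log2 fold change 0.75, standard error 0.064, adjusted p = 0.0144 from limma), and 1314 ± 82 and 3160 ± 496 in head/thorax (log2 fold change 1.26, standard error 0.12, adjusted p = 0.00932). The difference between the tissues did not pass (0.51, adjusted p = 0.216), and with 1 array left out the adjusted p reaches 0.0884 in abdomen and 0.0507 in head/thorax.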

The NF-κB gene *Rel *also has increased transcript levels in the *loj *mutant tissues.

To validate our microarray data, we used qPCR to test a subset of genes with altered expression profiles in both tissue samples. Each tissue was assayed independently and showed the expected directional change (see Methods and Additional files 1 and 2). For most of the genes tested, the gene expression levels are significantly different between *loj *mutants and controls in both tissues (p < 0.05). In only one instance (*GstD5*) was the difference non significant for either tissue.

### Mutations in the p24 gene eclair also have elevated levels of immune-regulated products

We anticipated that increased expression of immune responsive and NF-κB target genes would be a general response to *p24 *gene mutations in multi-cellular animals. In *Drosophila*, mutations in two other *p24 *genes, *eclair *(*eca*) and *baiser *(*bai*), cause oviposition defects similar to those observed for *loj *mutants [27,45]. Both *eca *and *bai *are co-expressed with *loj *in ovarian follicle cells and are expressed in the CNS [28].

We generated viable *eca *mutant females and tested them for increased expression of four of the immune regulated genes that are up regulated in *loj *mutants (See Methods). Expression of *CG6687*, *Tsp42Ed *and *Frost *is significantly increased in *eca *mutants relative to controls, while *Socs36E *is not significantly increased in *eca *mutants (data not shown). These results indicate that activation of NF-κB and immune-regulated genes may be a general response to *p24 *loss-of-function mutations.

### Expression changes in the abdomen

The egg tissue of the *Drosophila *abdomen expresses Loj throughout all stages of development, with particularly strong expression observed at stage 10 in the somatically-derived follicle cell layer [27,28], whose primary function is secreting factors needed for eggshell formation. Low-level Loj expression is also observed in the nurse cells [27,28] that produce mRNAs and other factors necessary for embryonic development. Our recent analysis indicates that the Loj protein is highly expressed in other adult abdominal tissues as well, including the fat body and the gut (K.A. Boltz, S. Grady, and G.E. Carney, unpublished results).

We identified a set of 366 genes with altered expression patterns in *loj *mutant abdominal tissue. Of these loci, 269 were noted only in the abdomen while the remaining 97 were also detected in the head/thorax samples (Table 1; see Additional files 3 and 4). 

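Of 271 probe sets that the paper lists for abdomen only, 74 were called here in abdomen, 58 higher and 16 lower; 30 of the 271 also stand in its head/thorax table. In head/thorax 232 of the 271 changed with the same sign, 26 were called the same way, and 17 passed the test of the difference between the tissues. *Oatp58Db*, which encodes an organic anion transporter, decreased from 139.5 to background in abdomen, at least 1.6-fold (adjusted p = 0.0226 from limma; in head/thorax neither group was above background). *Cyp4p2* and *Cyp4p3*, cytochrome P450 genes, were at least 1.21-fold and at least 1.5-fold higher in abdomen (adjusted p = 0.0423 and 0.0477), with differences between tissues that did not pass (adjusted p = 0.909 and 0.122). With 1 array left out these 3 genes reach adjusted p values of 0.124 to 0.203.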

Forty-seven of the 269 abdomen-specific genes were previously determined to be immune responsive. 

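Among 49 probe sets of immune genes that the paper lists for abdomen only, 12 rose in abdomen and none fell; in head/thorax 47 of them had the same sign, 9 were called and 2 passed the test of the difference between tissues. The genes were chosen by the paper on these samples, so the counts are not independent evidence. *PGRP-LA* and *Ddc* are among those that rose, and *Ddc* also stands in the paper's head/thorax table; their changes in head/thorax were 0.21 and 0.57 on the log2 scale (adjusted p = 0.489 and 0.224), and the differences between tissues did not pass (adjusted p = 0.157 and 0.19). *BomS5*, a Bomanin that stands in the tables of each single tissue, had a log2 fold change of 1.64 in abdomen (adjusted p = 0.121). Of 14 probe sets the paper's abdomen tables assign to JNK signaling, 5 rose in abdomen, and of 2 assigned to JAK/STAT, 1 did.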

Most are transcriptional targets of Toll or Imd signaling while others are components of JNK signaling pathways (see Additional file 3). General immune-responsive genes are overrepresented in this data set (p = 4.915 × 10^-17^, Fisher's Exact Test) as are components of JNK signaling (p = 9.192 × 10^-5^, Fisher's Exact Test).

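In abdomen, 2 of 56 genes of the Toll, Imd, antimicrobial peptide and immune-induced peptide lists rose, *PGRP-LA* and *Rel*, against 88 of 11925 other named genes (odds ratio 4.98, 95% interval 0.579 to 19.4, two-sided Fisher's exact test, p = 0.0662). For JNK signaling, 1 of 19 genes rose, *Gadd45*, against 89 of 11962 others (Fisher's exact test, odds ratio 7.41, 0.176 to 47.9, p = 0.134). The immune and JNK lists were written from general knowledge and are not the paper's gene sets. Genes that rose count here whether or not they changed in head/thorax too. Members the annotation does not name are missing, among them AttA, AttB, AttC, CecC, DptA and PGRP-SA. These tests therefore do not repeat the paper's own. The JNK list as a whole had 12 of 19 positive changes, with 3 higher adjusted over the list alone (adjusted p = 0.01 from camera, and adjusted p = 0.569 with an estimated correlation). The puckered gene (*puc*), which encodes the JNK phosphatase, had a log2 fold change of 0.56 in abdomen (adjusted p = 0.0902). Leaving out any 1 abdomen array leaves no member called in either list (odds ratio 0). The immune odds ratio passed with median centring (6.25), adding 32 (7.12), leaving out low intensities (6.54), all 12 arrays in 1 fit (11.4), the paper's thresholds (5.76), a Cyber-T style test (14.6) and no fold threshold (6.76), and did not with quantile normalization (4.33), no intensity trend (9.01), replicate number as a block (0) or a per-gene test without moderated variances (0). The JNK odds ratio passed with quantile normalization (13.8), median centring (15.2), leaving out low intensities (8.65), all 12 arrays in 1 fit (9.56) and a Cyber-T style test (7.19), and did not with adding 32 (6.86), the paper's thresholds (5.57), no fold threshold (6.52), another choice of probe set per gene (7.09), no intensity trend (0), the block (0) or the per-gene test (0).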

The abdominal tissue also differentially expressed 222 genes with no known function in immunity (see Additional file 4). 

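Of 222 probe sets outside immunity that the paper lists for abdomen only, 46 rose and 16 fell in abdomen, and all 222 had the sign the paper gives. The paper chose them on these samples, so their sign is not independent evidence. By gene lists, 27 serpin genes included 1 that rose in abdomen, *Spn28Dc* (3 adjusted over the list alone; adjusted p = 0.000524 from camera, and adjusted p = 0.569 with an estimated correlation). Of 84 chitin binding, chitinase-like and cuticle genes, only *Idgf3* rose over all probe sets (4 adjusted over the list alone; adjusted p = 0.0357, and adjusted p = 0.578 with an estimated correlation). A further probe set of the lists, CG17470, was at least 1.14-fold lower in abdomen (adjusted p = 0.0367, and up to 0.133 with 1 array left out), while *CG5493*, listed as higher, went from below 0 to 83.8, so that no fold is given.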

Most of the published genome profiling experiments that identified immune response genes used an earlier version of the *Drosophila *genome array [29-32,35] that lacked many of the transcriptional units on the *Drosophila *Genome 2.0 chips used in this study. Therefore, some of the genes in Additional file 4 likely have previously unrecognized roles in the immune response.

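None of 31 genes of ER chaperones, folding enzymes, stress sensors and ER-associated degradation was called in abdomen, and the list had a median log2 fold change of -0.026 with 12 positive changes (adjusted p = 0.654 from camera, and none adjusted over the list alone). Xbp1, Calr, Edem1 and SsRbeta are not named by the annotation and were not tested in this list in either tissue. *Hsc70-3*, the ER chaperone BiP, had a log2 fold change of -0.015 (standard error 0.13, adjusted p = 0.979), and the chaperone *Gp93* one of -0.11 (adjusted p = 0.677); these were chosen as examples after their values were seen. Of 10 heat shock proteins and cofactors of the cytosol 1 rose in abdomen, the BAG domain co-chaperone gene starvin (*stv*), from 258 ± 17.9 to 538 ± 46.6 (SD, n = 3; log2 fold change 1.06, standard error 0.091, adjusted p = 0.0144; up to 0.0884 with 1 array left out). That list did not pass (1 adjusted over the list alone; adjusted p = 0.168). Among 12 genes of the ATF4 and amino acid stress response none was called in abdomen (adjusted p = 0.721); Thor, Pek, Ldh and chrb are not named by the annotation and were not tested.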

Genes in the up-regulated class have functions consistent with involvement in a UPR response (see Additional file 4). *CG14207 *encodes a small Hsp20-like chaperone. *CG33486 *encodes an asparagine synthetase, a protein previously implicated in the mammalian ER stress response [46]. The predicted function of *CG4415 *is unfolded protein binding, suggesting it functions in the UPR as well. 

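*CG33468*, to which the probe set that the paper's abdomen table labels CG33486 belongs in the array annotation, rose from background to 179 ± 23.5 (SD, n = 3) in abdomen, at least 1.67-fold (adjusted p = 0.00691 from limma, and at most 0.0476 with 1 array left out); in head/thorax, with controls at background, it did not pass (adjusted p = 0.107). In the gene reference the symbol of CG33486 is *AsnS*, asparagine synthetase. Its probe set was 1161 ± 128 in control and 838 ± 37.7 in *loj* abdomens (log2 fold change -0.47, standard error 0.093, adjusted p = 0.0981) and did not pass. The probe set the paper labels CG14207, which carries no name in the annotation, was 333 ± 380 and 1893 ± 1050 in abdomen (log2 fold change 3.09, standard error 0.93, adjusted p = 0.218). CG4415, now gNacalpha, was at background in controls and 90.9 ± 48.7 in *loj* abdomens (adjusted p = 0.132), and neither passed.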

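Of 83 cytochrome P450 genes, which encode oxidoreductases, 3 rose in abdomen (*Cyp12a5*, *Cyp4p2* and *Cyp4p3*) and 1 fell (*Cyp9c1*), with 53 positive changes (7 higher and 1 lower adjusted over the list alone; adjusted p = 0.01 from camera, and adjusted p = 0.684 with an estimated correlation). Of 35 glutathione S-transferase genes, *GstD9* rose from 1402 ± 104 to 2269 ± 135 (SD, n = 3; log2 fold change 0.70, adjusted p = 0.0239) and *GstE1* fell; 29 changes were positive (5 higher and 1 lower adjusted over the list alone; adjusted p = 4.78e-05, and adjusted p = 0.569 with an estimated correlation). *GstD5* was at background in controls and 559.5 ± 402 in *loj*, at least 4.24-fold, and did not pass (adjusted p = 0.0651). For proteolysis, 42 proteasome genes had none called and 30 positive changes (median 0.077, and 0.013 with quantile normalization; adjusted p = 0.0323, and adjusted p = 0.794 with an estimated correlation). Among 34 digestive enzyme genes the protease gene *Jon66Ci* decreased from 369.6 to 218 (log2 fold change -0.75, adjusted p = 0.0465), none rose over all probe sets, and 1 rose and 1 fell adjusted over the list alone (adjusted p = 0.446). *CG4594*, of the lipid breakdown list, rose (log2 fold change 0.78, adjusted p = 0.0177), alone among 16 (1 adjusted over the list alone; adjusted p = 0.133). With 1 array left out, *GstE1* keeps its call and the others named reach adjusted p values of 0.0884 to 0.203.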

Many other up-regulated genes encode proteins with predicted functions such as proteolysis and peptidolysis, metabolism and oxidoreductase activity.

### Expression changes in the head/thorax

A subset of cells in the CNS also has high-level Loj expression, and CNS expression of *loj *in *loj *mutants rescues egg laying and fertility [28]. We separated the *loj *CNS effects from those occurring in developing eggs and gut by dissecting the abdomen (containing the ovaries and gut but not CNS tissue) away from the remainder of the fly.

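Of 270 probe sets (array controls apart) that the paper lists for head/thorax only, 161 were called here in head/thorax, 82 higher and 79 lower (59 with replicate number as a block); 230 had the same sign in abdomen, 15 were called the same way there, and 29 passed the test of the difference between tissues. The head/thorax arrays of *loj* also had the lower *Act5C* 3' to 5' ratio. CG43085 was at least 9.93-fold higher in head/thorax (adjusted p = 0.0224 from limma, and 0.065 with the block), and did not pass in abdomen (at least 1.64-fold, adjusted p = 0.0948). *cac*, which encodes a voltage-gated calcium channel, rose from 353 ± 6.07 to 659.7 ± 123 (SD, n = 3; log2 fold change 0.89, adjusted p = 0.0274, blocked 0.0874). *CG43134* rose from 1111 ± 60 to 1828 ± 13.7 (log2 fold change 0.72, adjusted p = 0.00327), where its change in abdomen was -0.042. Among genes lower in head/thorax, *obst-A*, which encodes a chitin binding protein, fell from 613 ± 32.6 to 325 ± 37 (log2 fold change -0.92, adjusted p = 0.0111, blocked 0.065), and *GstE4* had a log2 fold change of -0.86 (adjusted p = 0.0159, blocked 0.0828), the only one of 35 glutathione S-transferase genes called there, on a list whose median was 0.15 (1 lower adjusted over the list alone; adjusted p = 0.0159 from camera, and adjusted p = 0.69 with an estimated correlation). With 1 array left out, *CG43134* keeps its call and the others reach adjusted p values of 0.0654 to 0.12.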

We identified a set of 275 genes differentially regulated in these samples compared to those from abdomens (Table 1; see Additional files 5 and 6). Many up-regulated genes function in processes such as lipid and protein metabolism. 

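In the head/thorax of *loj* females, 16 genes of lipases and fatty acid oxidation included 2 that rose, *CG5966* and *CG4594* (controls at background, adjusted p = 0.0319, and 0.119 with replicate number as a block), and 1 that fell, the acyl-CoA oxidase gene *Acox57D-d*, from 1138 ± 121 to 637 ± 107 (SD, n = 3; log2 fold change -0.85, adjusted p = 0.0394, blocked 0.0775). As a list they had 11 positive changes (median 0.061, and 0.022 with quantile normalization; 3 higher and 1 lower adjusted over the list alone; adjusted p = 0.0493 from camera, 0.0769 with the block, and adjusted p = 0.372 with an estimated correlation). *AkhR*, the receptor of the lipid-mobilizing adipokinetic hormone, fell from 2574 ± 109 to 1418 ± 246 (log2 fold change -0.88, adjusted p = 0.0274, blocked 0.065). For carbohydrates, 1 of 13 genes of the glycolysis list fell, *UGP*, which is not itself a glycolytic enzyme, and 3 had positive changes (1 lower adjusted over the list alone; median -0.089, adjusted p = 0.00263, and adjusted p = 0.372 with an estimated correlation). Of 27 serpins, inhibitors of proteases, 5 rose in head/thorax and none fell (7 higher adjusted over the list alone; adjusted p = 1.53e-07, and adjusted p = 0.189 with an estimated correlation); *Spn88Ea* went from 594 ± 54.8 to 1135 ± 42.3 (log2 fold change 0.94, adjusted p = 0.00571). *Spn88Ea* and *Spn88Eb* keep their calls with each single array left out, and *CG4594*, *Acox57D-d* and *AkhR* reach adjusted p values of 0.122 to 0.144.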

Again, approximately 20% of the genes have been implicated in immune signaling (Table 2; see Additional file 5). 

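Of 48 probe sets of immune genes that the paper lists for head/thorax only, 25 rose and 1 fell in head/thorax (15 with replicate number as a block); in abdomen 45 had the same sign, 3 were called, and 10 passed the test of the difference between tissues. These genes too were chosen by the paper on these samples and are not independent evidence. *dome*, the receptor of the JAK/STAT pathway, rose from 484 ± 4.51 to 975 ± 43.6 (SD, n = 3) in head/thorax, and differed from abdomen by 1.03 on the log2 scale (adjusted p = 0.029 from limma). CG30087, a gene the paper assigns to Toll, went from below 0 to 132 in head/thorax (adjusted p = 0.00577) and was at background in both groups of abdomens. Of the probe sets the paper's head/thorax tables assign to JNK signaling, 6 of 12 rose (0 with the block), and of 4 assigned to JAK/STAT, 2 rose.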

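As in abdomen, the immune and JNK lists tested here are not the paper's gene sets, so these tests do not repeat its own. In head/thorax, 9 of 56 immune genes rose (*BomS5*, *cact*, *CecB*, *Drs*, *Drsl6*, *PGRP-LF*, *pirk*, *Rel* and *Spn27A*) against 140 of 11925 other named genes (odds ratio 16.1, 95% interval 6.8 to 34.1, two-sided Fisher's exact test, p = 2.57e-08). Of 19 JNK genes 3 rose, *puc*, from 949 ± 72.8 to 1689 ± 293 (SD, n = 3; log2 fold change 0.82, adjusted p = 0.0394 from limma, and 0.109 with replicate number as a block), the transcription factor gene *Ets21C* (controls at background, adjusted p = 0.0429, blocked 0.119) and *Gadd45*, against 146 of 11962 others (Fisher's exact test, odds ratio 15.2, 2.8 to 53.7, p = 0.00158). The JNK odds ratio did not pass with the block (12.2), no intensity trend (9.86), the paper's thresholds (5.44) or a per-gene test without moderated variances (0). Nor did it with values under 32 set to 32 (8.57), a setting chosen after the data were seen. The JNK list as a whole did not pass (4 higher adjusted over the list alone; adjusted p = 0.0797 from camera). Without control head/thorax replicate 1, 2 or 3 or *loj* replicate 2 no JNK gene is called, and without *loj* replicate 3 the JNK odds ratio is 6.59, while that of the immune genes lies between 9.99 and 21.5 with 1 array left out.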

Immune responsive as well as JNK pathway components are also overrepresented in the head/thorax preparations (Immune gene p = 1.594 × 10^-19^; JNK p = 3.110 × 10^-3^; Fisher's Exact Test).

### loj interacts genetically with members of the NF-κB genetic signaling pathways

The Toll and Imd pathways activate different, but sometimes overlapping, immune-responsive genes depending upon the pathogen [32,47]. In adult flies, the NF-κB protein Dif is the Toll signaling effecter molecule in response to immune challenge, while the adult function of Dl is not clear. Rel functions downstream of Imd signaling to activate DIRGs [Reviewed in [48]]. The fact that we observed increased message levels of signaling molecules that lie downstream of each pathway begs the question as to whether the three Drosophila NF-κB proteins are activated in the *loj *mutant. Therefore, we tested for genetic interactions between *loj *and the three *Drosophila *NF-κB genes to identify which may be involved in the stress response.

Since *loj *is expressed throughout development [27], we anticipated that activation of the ER stress response in *loj *mutants would be important for survival to adult eclosion from the pupal case. If NF-κB proteins are needed for stress response activation to survive pupation, we expected that reducing NF-κB levels in the *loj *mutant would affect adult survival. When we assayed eclosion rates in double mutant combinations of *loj *with *Dif*, *dl *or *Rel*, we found that fewer than the expected number of *Dif; loj *or *loj, Rel *mutant offspring emerged from the pupal case (Table 3). These results suggest that the Dif and Rel proteins are needed in *loj *mutants to ameliorate the stress response so that animals can survive development.

**Table 3:** *loj *genetically interacts with *Drosophila *NF-κB genes *Dif *and *Rel*

**Genotype**	**# eclosed**	**% expected eclosing**
*Dif^2^/+; loj^00898^/+*	369	100%
*Dif^2^; loj^00898^/+*	192	52.0%
*Dif^2^/+; loj^00898^*	122	33.1%
*Dif^2^; loj^00898^*	18	4.9%
		
*Dif^2^/+; loj/+*	94	100%
*Dif^2^; loj/+*	47	50.0%
*Dif^2^/+; loj^00898^/loj^04026^*	55	58.5%
*Dif^2^; loj^00898^/loj^04026^*	14	14.8%
		
*dl^1 ^cn^1 ^sca^1^/+; loj^00898^/+*	94	100%
*dl^1 ^cn^1 ^sca^1^; loj^00898^/+*	10	10.6%
*dl^1 ^cn^1 ^sca^1^/+; loj^00898^*	13	13.8%
*dl^1 ^cn^1 ^sca^1^; loj^00898^*	11	11.7%
		
*loj^00898^*, *Rel^E20^/+*	315	100%
*loj^00898^*, *Rel^E20^*	6	1.9%
		
*loj^00898^*, *Rel^E20 ^*or *loj*^00898^*/+*	135	100%
*loj^00898^*, *Rel^E20^/loj^00898^*	71	100.5%
		
*loj^00898^*, *Rel^E20 ^*or *Rel^E20^/+*	57	100%
*loj^00898^*, *Rel^E20^*/*Rel^E20^*	20	70.0%
		
*imd^EY08573^/+; loj^00898^/+*	111	100%
*imd^EY08573^; loj^00898^/+*	60	54.0%
*imd^EY08573^/+; loj^00898^*	17	15.3%
*imd^EY08573^; loj^00898^*	17	15.3%

For tests with *Dif, dl*, and *imd *each of the four expected progeny classes should be represented at equal frequency (25% each). Only two types of progeny are produced in the *loj*^00898^, *Rel*^*E*20^*/TM3, Sb *cross, so each class should account for 50% of the offspring. Homozygous *loj*^00898^, *loj*^04026^, *Dif*^2 ^or *dl*^1 ^mutations independently affect adult viability, while *Rel*^*E*20 ^and *imd*^*EY*08573 ^stocks are maintained as homozygotes. Adult eclosion is dramatically reduced when *Dif*^2 ^or *Rel*^*E*20 ^(but not *dl*^1 ^or *imd*^*EY*08573^) homozygous mutations are introduced into the *loj*^00898 ^homozygous mutant background. Similar results were obtained for 5 independent *loj*^00898^, *Rel*^*E*20 ^recombinant strains and different genetic backgrounds containing *imd*^*EY*08573^. Large numbers of *loj*^00898^, *Rel*^*E*20^*/Rel*^*E*20 ^and *loj*^00898^, *Rel*^*E*20^*/loj*^00898 ^(or *loj*^04026^) survive to adulthood (70–100% of expected), indicating that the decreased eclosion of *loj*^00898^, *Rel*^*E*20 ^animals is largely due to effects from mutations in both genes. Although homozygous mutations in *loj *or *dl *decrease adult viability, we did not observe additional, large effects when both genes are mutated in 2 different genetic backgrounds.

## Discussion

When the ER has an unusually high burden of protein products due to viral infection, mutation, or other assaults, mechanisms are activated to reduce the ER protein load. Our results that stress response genes are activated in p24 mutants suggest that loss of p24 protein function causes stress, possibly by disrupting ER homeostasis. Furthermore, we show that a large proportion of the genes with altered transcriptional profiles in a *loj *p24 mutant genetic background are known or suspected targets of immune signaling pathways regulated by the *Drosophila *NF-κB proteins Dif and Relish; function of each of these proteins is needed for *loj *mutants to survive to adulthood. Activation of NF-κB is the signature event in the EOR response to increased ER protein load.

### The loj p24 mutant activates stress response genes

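In head/thorax 26 of 31 genes of ER chaperones, folding enzymes, stress sensors and ER-associated degradation had positive changes and none was called, with a median log2 fold change of 0.15, and 0.075 with quantile normalization (1 higher adjusted over the list alone; adjusted p = 2.72e-05 from camera, and adjusted p = 0.189 with an estimated correlation); Xbp1, Calr, Edem1 and SsRbeta were not tested. *Hsc70-3* (BiP) had a log2 fold change of 0.15 (adjusted p = 0.297), *Gp93* one of 0.32 (adjusted p = 0.11), and *Manf*, an ER stress-responsive secreted protein gene, one of 0.44 (adjusted p = 0.0167, under 1.5-fold); these were chosen as examples after their values were seen. Among 12 genes of ATF4 and amino acid synthesis, 2 rose in head/thorax, *aay* and *Nmdmc*, a mitochondrial one-carbon enzyme gene, from 2094 ± 129 to 4381 ± 1010 (SD, n = 3; log2 fold change 1.04, adjusted p = 0.0295, and 0.105 with replicate number as a block), and none fell (2 adjusted over the list alone; median 0.14, and 0.078 with quantile normalization; adjusted p = 0.0198, and adjusted p = 0.628 with an estimated correlation). Of 10 cytosolic heat shock genes none was called in head/thorax (1 higher adjusted over the list alone; adjusted p = 0.221). A further 14 members, with the Hsp70 genes, Hsp22, Hsp23, Hsp83 and CG14207 among them, are not named by the annotation and were left out of the list. Hsp23, under a name taken from the paper, had log2 fold changes of -0.83 in abdomen and 0.41 in head/thorax, neither called. The difference between the tissues passed (1.24, adjusted p = 0.0312 from limma). It is given after its values were seen. The coat proteins COPI and COPII and their cofactors, 16 genes, had none called in either tissue (adjusted p = 0.379 in abdomen and 0.0797 in head/thorax).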

We discovered transcript-level changes in genes encoding factors involved in protein metabolism and folding that are consistent with induction of the UPR. However, we did not identify all of the genes found in a previous study on tunicamycin-induced ER stress in *Drosophila *[43], which identified approximately 600 transcriptional changes in untreated compared to tunicamycin-treated flies using a 1.5-fold change threshold. Tunicamycin activates the UPR as well as the EOR [13].

In yeast, loss of p24 function results in increased splicing of the Ire-1 target *Xbp1 *[26]. We did not find evidence for increased transcription of *Xbp1 *in our p24 mutant microarray experiment, which is consistent with the Girardot *et al*. report (2004) showing that the UPR transcriptional target *Xbp1 *is not up regulated in tunicamycin-treated flies. Furthermore, a second RT-PCR-based assay did not reveal increased splicing of *Xbp1 *in *loj *compared to control animals (data not shown) nor did we observe activation of *Xbp1-EGFP *[16] expression in *loj *mutants. The fact that increased *Xbp1 *transcription and splicing are not detected could be because these responses occur prior to the time point of our assays. Alternatively, some aspects of the tunicamycin and p24 mutant stress responses may be independent of *Xbp1 *signaling. Activated Atf6 increases expression of *Xbp1 *during ER stress [49], but Atf6 signaling has not been implicated in NF-κB activation during the EOR.

Our study identified 641 expression changes, 92 of which were demonstrated previously to be tunicamycin sensitive. 

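Among all probe sets the paper marks as responding to tunicamycin, 57 were listed for abdomen, of which 17 passed there (15 higher and 2 lower), and 52 for head/thorax, of which 33 passed (23 higher and 10 lower; 15 with replicate number as a block), all with the sign the paper gives. Of those marked with the opposite direction, 5 of 20 passed in abdomen and 5 of 10 in head/thorax. The paper chose all of them on these samples, so they are not independent evidence of direction. Among those named, *GstD9*, *CG4594* and *Tsp42Ed* rose in abdomen and *Nmdmc*, *CG5966*, *aay* and *Spn88Eb* in head/thorax. *Jon66Ci*, marked as moving the same way with tunicamycin, fell in abdomen, and *obst-A* and *AkhR* fell in head/thorax; *Cyp313a1*, which fell there, is marked as opposite.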

Sixty-five transcripts had the same directionality as in Girardot *et al*. (2004) [43], while the remaining 27 show opposite patterns (see Additional files 1, 2, 3, 4, 5, 6). The tunicamycin experiment differed from ours in that the researchers used wild-type *Drosophila *adult male bodies and probed an earlier version of the *Drosophila *genome array with lower transcriptional coverage. Some of the differences in the two studies may be due to sex, genetic background and assayed transcripts. Additionally, the *loj *mutants should be chronically stressed due to loss of p24 function throughout development; the tunicamycin-treated animals experienced an acute stress response since they were assayed 24 hrs after being placed on sugar medium containing tunicamycin [43]. Therefore, we expect that many differences in the two studies are due to differential effects from chronic compared to acute stress responses.

Our most interesting finding is the large number of immune-responsive genes with altered transcriptional profiles in the *loj *p24 mutant. Since the majority of currently published studies on *Drosophila *immune-responsive genes used the Affymetrix version 1 *Drosophila *Genome Arrays (based upon Berkeley Drosophila Genome Project v4.0), they could not identify all immune-regulated loci. 

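*Cht4*, a chitinase gene, rose in head/thorax from 663 ± 45.8 to 1534 ± 359 (SD, n = 3; log2 fold change 1.18, standard error 0.18, adjusted p = 0.0311 from limma, and 0.056 with replicate number as a block), and in abdomen it was 129.7 ± 75.3 and 889 ± 394 (log2 fold change 2.84, standard error 0.46, adjusted p = 0.0609). *ImpL2*, which encodes a secreted insulin-binding antagonist of insulin signaling, rose in abdomen from 1132 ± 219 to 2526 ± 195 (log2 fold change 1.17, standard error 0.16, adjusted p = 0.0397); in head/thorax its log2 fold change was 0.17, and the difference between tissues did not pass (adjusted p = 0.193). The probe set the paper labels CG33093, which the annotation assigns to CG11889 and CG11891, had log2 fold changes of 1.62 in abdomen (adjusted p = 0.0791) and 0.81 in head/thorax (adjusted p = 0.0796). *Cht4* in head/thorax, with 1 array left out, reaches an adjusted p of 0.115 and *ImpL2* in abdomen one of 0.176.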

Based upon their predicted functions, immune-regulated candidates from our study include *Cht4 *(see Additional file 1), *ImpL2 *and *CG33093 *(see Additional file 4).

### loj interacts genetically with Dif and Rel

Recognizing that increased DIRG message levels could be explained by activation of one or more Drosophila NF-κB proteins, we tested for genetic interactions between *loj *and *Dif*, *dl *or *Rel*. We found that *Dif*^2^*; loj *and *loj*^00898^, *Rel*^*E*20 ^mutant combinations dramatically reduced adult eclosion, while effects of the *dl*^1^*; loj*^00898 ^double mutant combination did not differ from *dl*^1^*; loj*^00898^/+ or *dl*^1^*/+; loj*^00898^. These results indicate that NF-κB and *loj *mutations interact with one another. The results suggest that the *loj *mutant stress response is needed for *loj *mutant animals to survive development and that this response is partially mediated by Dif and Rel. It is possible that the two mutations independently make a "sick" fly worse off. However, *Dif *and *Rel *are not required for viability, and neither *dl *nor *imd *mutations enhance the *loj *mutant phenotype, although both genes affect viability in *loj/+ *animals.

In our study we did not identify expression changes in all of the known immune-regulated genes. 

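Members of the immune lists that did not pass in abdomen include *cact* (log2 fold change 0.041, adjusted p = 0.939), *PGRP-LF* (0.53, adjusted p = 0.0942), *Drs* (0.55, adjusted p = 0.236) and *Drsl6* (1.03, adjusted p = 0.323). *Spn27A* passed in abdomen at an adjusted p of 0.0215 but changed by less than 1.5-fold (0.55). In head/thorax those that did not pass include *vir-1* (1.28, adjusted p = 0.115) and *Tep4* (0.73, adjusted p = 0.103). Members that the array annotation does not name were not tested in the lists, among them AttA, CecA1, CecA2, DptA and Dro of the antimicrobial peptides and PGRP-LC and Tak1 of the Imd pathway. *AttB*, *AttC*, *CecC*, *PGRP-SA* and *Socs36E*, measured here under names taken from the paper, were left out of the lists too.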

If both Dif and Rel are activated in the *loj *mutant, one might expect that all potential NF-κB target genes should be affected. However, NF-κB target sites in immune-responsive promoters are variably responsive to NF-κB and can be modulated by other factors to provide specialized immune responses [50], possibly in a tissue-specific manner. Therefore, the *loj *mutant may not activate all possible NF-κB targets because other cellular factors are needed for a strong response.

### Mechanisms for stress-induced activation of NF-κB

In mammals two potential mechanisms for ER stress-induced NF-κB activation have been described. The first involves PERK-mediated translational inhibition of the NF-κB inhibitor protein IκB [18,19]. In *Drosophila *loss of IκB could only affect Dif signaling since Dif, but not Rel, is maintained in an inactive form through an association with the *Drosophila *IκB protein Cactus [48]. Degradation of Cactus and release of its inhibitory effect on Dif allows downstream transcriptional changes. In contrast, the *Drosophila *NF-κB transcription factor Rel is a bi-partite protein containing inhibitory as well as activating domains. Similarly to the mammalian p105 and p100 NF-κB proteins, Rel activation involves a proteosome-mediated cleavage event that releases the inhibitory domain from the activating domain. Therefore, it is unlikely that PEK-mediated translational attenuation of an inhibitor molecule functions in Rel activation.

The second proposed mechanism for mammalian NF-κB activation due to ER stress is mediated by Ire-1 via an interaction with the TNF-receptor-associated factor 2 (Traf2) [20]. Traf2 is an E3 ubiquitin ligase that activates NF-κB and JNK signaling [[51], Reviewed in [52]]. *Drosophila *encodes a Traf2-like molecule, and there is evidence that Drosophila Traf proteins are involved in Toll, Imd and JNK signaling [53-56]. One possible scenario for NF-κB activation due to ER stress in *Drosophila *is that Ire-1 modulates the Rel-induced ER stress pathways while Pek translational attenuation regulates Dif signaling.

In yeast, loss of p24 protein function causes an ER stress response, one consequence of which is secretion of the heat shock protein and ER stress sensor BiP [26]. Interestingly, there is evidence in mammals that BiP and related heat shock proteins bind to and activate Toll-like receptors [Reviewed in [57-59]]. Therefore, it may be possible to induce NF-κB independently of PEK, Atf6 or Ire-1 if BiP is secreted. In *Drosophila*, the Toll receptor regulates Dif and Dorsal signaling. Even if BiP activation of Toll receptors plays a role in stress-induced NF-κB activation, it cannot account for the observation that *Rel*, which is not regulated by Toll signaling, is induced and interacts genetically with *loj*. Since *imd *regulates *Rel *but does not interact genetically with *loj*, Rel signaling in this p24 mutant context could be mediated by the Ire-1/Traf2 pathway rather than via Imd. Similarly, the Ire-1/Traf2 pathway may modulate the JNK response genes that are up regulated in *loj *mutants (see Additional files 2, 3 and 5). Because Rel activation requires Rel cleavage rather than disruption of an inhibitory protein interaction, it is unlikely that Rel activation is immediately downstream of Pek.

Our analysis did not identify the same set of stress-responsive genes previously shown to require Ire-1 but not other components of the UPR/EOR response [14]. Only one locus, *Tequila*, is down regulated in both experiments. However this difference in affected genes may be due to the stressors or the time periods examined.

There are other possibilities for the observed increases in NF-κB target genes in the *loj *mutant. One is that the observed stress response results from tissue damage occurring in *loj *mutants. Tissue damage could activate NF-κB and stress response genes in the fat body. Another possibility is that increased levels are due to increased message stability rather than activation of NF-κB in the adult. We cannot rule out the possibility that changes in stability of NF-κB target gene transcripts, rather than NF-κB activation, account for the observed expression differences between *loj *and wild-type females.

### Do loj p24 mutants have a trafficking defect?

Since *loj *mutants have increased expression of many genes implicated in ER stress responses and *loj *mutations interact genetically with mutations in two NF-κB genes, it is likely that intracellular trafficking is reduced in *loj *mutants. 

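The eggshell genes *dec-1*, *Vm32E* and *Cp15* had lower intensities in *loj* abdomens, and none of the 3 passed. *dec-1* was 2239 ± 411 (SD, n = 3) in controls and 791 ± 376 in *loj* (log2 fold change -1.59, standard error 0.35, adjusted p = 0.116 from limma), *Vm32E* 2572 ± 435 and 1017 ± 676 (-1.57, standard error 0.52, adjusted p = 0.263), and *Cp15* 7929 ± 627 and 4882 ± 2520 (-0.81, standard error 0.34, adjusted p = 0.372). As a list, 24 chorion, vitelline membrane and other eggshell genes had a median log2 fold change of -0.62, with 5 positive changes (none called over all probe sets and 5 lower adjusted over the list alone; adjusted p = 0.00113 from camera, and adjusted p = 0.569 with an estimated correlation). Without the *loj* array that matters most the median is -0.377. Relative to the mean of the control abdomens, the median of its genes was 0.39, -0.06 and -0.13 in the 3 controls and -0.31, -0.36 and -0.69 in the 3 *loj* samples. The yolk proteins and their receptor, 4 genes, had a median of -0.083 and 25 germline genes one of -0.075, and neither list passed (adjusted p = 0.63 and 0.518).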

Genes that encode components of the eggshell (*dec-1*, *Vm32E *and *Cp15*) are down regulated in abdominal tissue (see Additional file 4). It is possible that trafficking of these proteins or is slowed in *loj *mutants and provides feedback inhibition of transcription. Alternatively, these products may be decreased in the *loj *mutant because egg production is slowed and fewer eggs of the stages that express these genes are present in *loj *females.

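*Oamb*, the octopamine receptor gene that ovulation requires, decreased in *loj* abdomens from 381 ± 32.6 to 224 ± 3.12 (SD, n = 3; log2 fold change -0.76, standard error 0.079, adjusted p = 0.0214 from limma; up to 0.118 with 1 array left out). In head/thorax, where controls were at background, it did not pass (adjusted p = 0.261), and the difference between tissues did not pass (adjusted p = 0.141). Of 8 other genes of octopamine synthesis, transport and reception none was called in abdomen; the median log2 fold change was -0.24 and the mean 0.023 (adjusted p = 0.46 from camera).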

Another interesting finding is that transcript levels of the octopamine receptor Oamb are also decreased in the *loj *mutant (see Additional file 4). Octopamine signaling is required for egg laying in flies and other insects [60-62], and reduced Oamb protein expression impairs female ovulation [63]. Loss of octopamine signaling via decreased trafficking of the receptor or molecules involved in octopamine or Oamb production could account for the egg-laying defect in *loj *mutants.

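The probe set the paper assigns to *p24-2*, which the annotation assigns to several genes, rose in head/thorax from 321 ± 17.4 to 549 ± 47.7 (SD, n = 3; log2 fold change 0.77, standard error 0.084, adjusted p = 0.0124 from limma; up to 0.0674 with 1 array left out). In abdomen it was 139 ± 14.5 and 220.1 ± 7.59 (log2 fold change 0.67, standard error 0.10, adjusted p = 0.0558). Of the 7 p24 genes that the annotation names, *loj* was lower in both tissues and no other was called. eclair (*eca*), baiser (*bai*), *CHOp24* and opossum (*opm*) had log2 fold changes of 0.084, 0.12, -0.027 and 0.010 in abdomen and 0.10, 0.15, 0.024 and 0.054 in head/thorax (adjusted p of at least 0.318), and were chosen as examples after their values were seen. The family as a list, which holds *loj* itself, did not pass with camera (adjusted p = 0.66 in abdomen and 0.928 in head/thorax). By fry, which tests the list's genes on their own, it passed in both tissues (adjusted p = 0.0031 and 0.00119). Its median and mean differ in sign in each tissue, 0.0097 and -0.60 in abdomen and 0.054 and -0.52 in head/thorax.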

In both *loj *mutant tissue samples the *p24-2 *gene (*CG33105*) is up regulated (see Additional file 1). *p24-2 *is a member of the Drosophila p24-alpha subfamily, while *loj *is a member of the p24-gamma subfamily [22,28]. It is possible that *p24-2 *can substitute for some *loj *functions during development or in the adult. We plan to test these hypotheses during future investigations into p24 protein function in flies.

## Conclusion

The genetic profiling data support our assertion that loss of p24 function induces a stress response that includes increasing the levels of NF-κB target gene transcripts, a hallmark of the EOR. Furthermore, the decreased viability of double mutants for *loj *and *Dif *or *Rel *suggests that these NF-kB proteins and their downstream signaling pathways play important roles in ameliorating the stress response.

## Methods

### Drosophila Stocks

*Drosophila melanogaster *stocks and cross progeny were maintained at 25°C on a 12 h light-dark cycle using a standard cornmeal, sugar, agar and yeast culture medium. The *loj*^00898 ^and *loj*^04026 ^alleles were described previously [27]. The *eca*^1 ^allele was provided by S. Bartoszewski [45]. *dl*^1 ^and *Df(3R)GB104*, *red/TM3*, *Sb Ser *(which removes *eca*) were obtained from the Bloomington *Drosophila *Stock Center (stock numbers 3236 and 1937, respectively). The *Dif*^2 ^[41] and *Rel*^*E*20 ^[42] alleles used in this study were provided by B. J. Taylor. A description of each allele is available in Flybase (see Availability and requirements section for URL).

### Microarray Analyses

Females of the genotypes *loj*^00898^/*loj*^04026^, *loj*^00898^/+, and *loj*^04026^/+ were collected as virgins within 1–2 h of the beginning of the 12 h lighted portion of the light-dark cycle, kept in glass vials in groups of 20 or fewer flies, and aspirated singly into new vials on day 3 after collection. On day 4, a single wild-type male was aspirated into a vial containing a single female and observed for mating. Only females that mated within 30 min for 18–30 min were collected for subsequent RNA extractions. Female abdomens were dissected away from the head/thorax 3 hours after the end of the mating period and each of the two tissue types (abdomen or head with thorax) was quick-frozen in Trizol reagent (Invitrogen). Total RNA from abdomen or head/thorax tissue was extracted in Trizol using the manufacturer's protocol. Twelve female tissue samples were collected for each of 6 independent RNA extractions for *loj*^00898^/*loj*^04026^. Our control samples consisted of 6 *loj*^00898^/+ and 6 *loj*^04026^/+ samples combined together for each of 6 independent RNA extractions. Three experimental (*loj*^00898^/*loj*^04026^) and three control RNA samples for each set of tissue were used for array hybridization. Sample labeling and hybridization to *Drosophila *Genome 2.0 Arrays (Affymetrix) was performed at the University of Kentucky Microarray Core Facility using standard Affymetrix protocols for a total of 12 arrays (3 sets of experimental and control samples for each of the two tissues).

Cyber-T was used to perform Bayesian statistical analyses on expression values derived from dChipPM-MM and dChipPM [64] and GCOS (Affymetrix) essentially as described previously [65]. We set stringent parameters and required that the final set of genes with altered expression levels have a significance value of p < 0.001 for all three expression values (dChipPM-MM, dChipPM and GCOS) and show at least a 1.5-fold difference from the control samples. This analysis left us with a data set of 641 genes with expression changes in one or both tissues.

### Real-time PCR (qPCR)

To validate the microarray results, the remaining twelve RNA samples (3 experimental and 3 control preparations for each of the two tissues) were used to prepare independent cDNA samples with the Superscript 1^st ^Strand Synthesis Kit (Invitrogen). cDNA preparations were diluted 1:15, and 1.5 ul was used in each reaction for qPCR using the SYBR Green PCR Mastermix (Applied Biosystems). Reactions were performed in the ABI7700 or ABI7500 Fast Real-time PCR system using the default run parameters. For each plate, a melting curve analysis was performed at the end of each run to test for primer specificity. Additionally, selected reactions were electrophoresed on agarose gels to view PCR products as a second test for presence of the correct product.

Each plate also contained reactions to test for amplification specificity in the presence or absence of template. *rp49 *primers were used for control amplification reactions [27]. cDNAs from abdomen or head/thorax preparations were analyzed separately. We selected 9 up-regulated (*AttC*, *CG6188*, *CG6687*, *CG15829*, *Frost*, *GstD5*, *IM23*, *Socs36E*, *Tsp42Ed*) and 5 down-regulated candidates (*CG8768, CG13793, ninaD, Tequila, UGP*) for this analysis and report the average fold changes from the tissues in Additional files 1 and 2. In every case, samples showed a transcriptional change in the direction expected from microarray analyses and in most instances the differences between *loj *mutants and controls were significantly different (p < 0.05) in both sample preparations. *GstD5 *transcripts were increased in *loj *head/thorax and abdomen samples but the results were not significantly different from controls. Down regulation of *loj *transcripts in *loj *mutant tissue was reported previously [27].

To test *eclair *(*eca*) mutants for increased expression of immune response genes, we performed a similar protocol on cDNA prepared from *eca/Df(3R)GB104 *and control (equal numbers of *eca/+ *and *Df(3R)GB104/+*) females using primers that specifically amplified gene products that are downstream of various stress or immune-activated pathways: *CG6687 *(Toll/Imd), *Tsp42Ed *(Imd/JNK), *Frost *(Toll) and *Socs36E *(JAK/STAT). We were not able to collect *bai *mutant females for analysis due to lethality of *bai *mutations.

### Viability Assays

We determined the number of animals of each of the possible genotypes that eclosed from stock vials for the following strains: (1) *w; Dif*^2^, *cn bw/Cyo, ftz-lacZ; loj*^00898^*/TM3, Sb ftz-lacZ *(701 total animals scored); (2) *loj*^00898^, *Rel*^*E*20^*/TM3, Sb *(321 total animals scored); (3) *dl*^1 ^*cn*^1 ^*sca*^1^*/Cyo; loj*^00898^*/TM2 *(128 total animals scored); (4) *w; imd EY08573/Cyo; loj*^00898^/*TM6b*, *Tb *(205 total animals scored). We also crossed *loj*^00898^, *Rel*^*E*20^*/TM3, Sb *females to either *loj*^00898^*/TM3, Sb *(206 animals scored) or *Rel*^*E*20^*/TM3, Sb *(77 animals scored) males and determined the progeny genotypes. *w; Dif*^2^, *cn bw/Cyo, ftz-lacZ; loj*^00898^*/TM3, Sb ftz-lacZ *was crossed to *w; Dif*^2^, *cn bw/Cyo, ftz-lacZ; loj*^04026^*/TM3, Sb ftz-lacZ *(210 animals scored) to assay interactions between *Dif*^2^and *loj *transheterozygous mutants. A similar cross with *dl*^1 ^in the *loj*^00898^or *loj*^04026 ^background did not produce any *dl*^1^homozygous progeny (data not shown). Stocks were maintained in non-crowded conditions and the number of animals of each genotype that eclosed was determined on multiple days over a multi-week period. Vials were cleared the day before adult offspring were counted.

For strains containing *Dif *or *dl *alleles, each of the 4 possible genotypes from the stock cross is predicted to equally represented due to Mendelian segregation. Since *loj *and *Rel *are both on the 3^rd ^chromosome, there are only two possible genotypes from the stock cross from *loj*^00898^, *Rel*^*E*20^*/TM3, Sb*. The percentage of expected animals eclosing was calculated by dividing the total number of adult animals of a given genotype by the total number of animals of the stock genotype.

From the crosses of *loj*^00898^, *Rel*^*E*20^*/TM3, Sb *to either *loj*^00898^*/TM3, Sb *or *Rel*^*E*20^*/TM3, Sb *there are three classes of expected progeny (*e.g*., (1) *loj*^00898^, *Rel*^*E*20^*/TM3, Sb *(2) *loj*^00898^*/TM3, Sb *and (3) *loj*^00898^, *Rel*^*E*20^/*loj*^00898^) that should each account for one-third of the total number of offspring. We are not able to distinguish the two classes of progeny that contain the *TM3, Sb *chromosome. Therefore, we calculate the percentage of expected *loj*^00898^, *Rel*^*E*20^/*loj*^00898 ^progeny by dividing the total number of *loj*^00898^, *Rel*^*E*20^/*loj*^00898 ^progeny by one-half of the total number of *TM3, Sb *progeny.

## Availability and requirements

Flybase: 

## Authors' contributions

KAB designed and executed the experiments and participated in manuscript preparation. GEC conceived, designed and executed the experiments, participated in the microarray data analysis and wrote the manuscript.

## Supplementary Material

Additional file 1 Gene expression changes common to both tissue preparations. Selected genes were validated by qPCR on independently obtained tissue preparations. * genes identified previously as down regulated in response to a tunicamycin-induced ER overload response (Girardot et al. 2004). ** genes up regulated by a tunicamycin-induced ER overload response (Girardot et al. 2004). (*) indicates an opposite response in *loj *mutants compared to tunicamycin-treated animals. *** greater than 300-fold reduction in transcript levels. Click here for file

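The paper's tables of expression changes (Additional files 1 to 6) hold 615 distinct probe sets, of which 7 are array controls: 98 stand in the tables common to both tissues, 271 in those for abdomen only and 277 in those for head/thorax only. Of these, 30 stand in the tables of each single tissue, each with the same direction in both, and 1 stands in a common and a single-tissue table. Every one of the 368 probe sets listed for abdomen and of the 368 listed for head/thorax without the controls changed here in the direction the paper gives, and 115 and 230 were called (96 with replicate number as a block in head/thorax). They were chosen by the paper on these samples, so the shared direction is not independent evidence. Of the 98 common ones, 41 passed in abdomen and 69 in head/thorax (37 with the block).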

Additional file 2 DIRGs common to both tissue preparations. Immune responsive genes are overrepresented in this data set (p = 9.035 × 10^-26^, Fisher's Exact Test) as are components of JNK signaling pathways (p = 4.656 × 10^-4^, Fisher's Exact Test). Click here for file

Additional file 3 Abdomen only DIRGs Click here for file

Additional file 4 Abdomen only changes Click here for file

Additional file 5 Head/thorax only DIRGs Click here for file

Additional file 6 Head/thorax only changes Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

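RNA of 12 samples of mated females was measured on Affymetrix Drosophila Genome 2.0 arrays, 1 array per sample: 3 *loj* and 3 control samples of abdomen and the same of head/thorax, each from 12 females. Which control and *loj* samples, if any, were collected together is not given in the sources used here.

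The deposited values are probe set intensities, on a linear scale, 1 value per probe set and array. The authors analysed dChip PM-MM, dChip PM and GCOS values, and the submitters' processing notes name GCOS 1.2; which of the 3 the tables hold, and how arrays were scaled to each other, is not stated. The choices made in advance assumed scaled GCOS values. The tables hold 4546 values below 0 among the probe sets tested, which GCOS and dChip PM do not give and dChip PM-MM can, so scaling was treated as unknown and quantile normalization and median centring were tried as alternatives. Array medians were 93.4 to 102 in abdomen and 145 to 160 in head/thorax, and 39.6% to 54.5% of probe sets per array were above the background level. Log2 intensities of arrays of the same tissue and genotype correlated by 0.95 to 0.961 across probe sets, of the same tissue and other genotype by 0.944 to 0.954, and of different tissues by 0.617 to 0.66; probe sets are not independent replicates.

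Intensities under 1 were set to 1 and taken to log2. The 183 Affymetrix control probe sets were left out, which leaves 18769. For each tissue, *loj* and control were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes variances with an intensity trend), p values were adjusted by the Benjamini-Hochberg method, and a probe set was called at an adjusted p under 0.05 and at least 1.5-fold. The difference between tissues was tested as an interaction with 4 group means on all 12 arrays, at an adjusted p under 0.05. Replicate number as a block was a factor added to the model of each tissue, and in the test between tissues a factor for each genotype and replicate number. With 3 arrays per group only large changes are found: on simulated data, 2.99%, 32.8% and 66.7% of added 1.5-fold, 2-fold and 4-fold changes were called in abdomen, with 2 false calls, and 14.9%, 43.3% and 74.2% in head/thorax, with 3 false calls.

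Names come from the array annotation: 13646 probe sets carry 1 gene symbol, 402 several and 4721 none, of which 56 were named from the paper's tables. For 33 gene lists, which were written from general knowledge of the pathways, each of 11981 genes is represented by its probe set of highest mean intensity. Lists were tested against all other genes with camera of limma at a correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data; fry was run beside it. Odds ratios of called genes come from Fisher's exact test, two-sided, with 95% intervals.

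The genes named are those the paper names, per tissue the 10 highest and the 10 lowest called genes whose groups do not overlap, up to 4 called members per list and tissue, and the 5 probe sets of lowest adjusted p for the difference between tissues; a gene outside this rule is said to be chosen after its values were seen. The background level, from 27 Bacillus subtilis control probe sets, was also chosen after the data were seen.

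Alternatives tried were quantile normalization, median centring, adding 32 before log2, leaving out probe sets under the median intensity, no intensity trend, all 12 arrays in 1 fit, replicate number as a block, the paper's thresholds (unadjusted p under 0.001 and 1.5-fold), a Cyber-T style test (window 101, confidence 10), a per-gene test without moderated variances, no fold threshold, another choice of probe set per gene, the paper's own immune-regulated genes as the list, and leaving out each array. Chosen after the data were seen were leaving out probe sets with a value under 1 and setting values under 32 to 32. The quantitative PCR, genetic interaction and survival experiments were not analysed here.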

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

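The tests by hemocyte, fat body and germline genes, by single arrays, and by chromosome arm for higher and lower probe sets separately were chosen only after the results were seen.

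Between abdomen and head/thorax, 95 probe sets had different changes in *loj* by the interaction test. Of 23 named probe sets among them, 10 have both groups of a tissue at background, with CG18586, of lowest adjusted p (2.87e-05), among these, and no size is given for them. For the other 13 the difference, head/thorax minus abdomen on the log2 scale, was 2.56 for *pirk*, 0.76 for *CG43134*, -1.71 for *Cyp9c1*, -1.83 for *UGP*, -5.70 for *CG5493*, 1.77 for *E(spl)m5-HLH*, -1.08 for *Idgf3*, 2.77 for *CG5966*, -0.95 for *Cyp12a5*, 0.84 for *Spn88Ea*, 1.03 for *dome*, 1.73 for *Drs* and 2.75 for *CecB*. For *UGP*, *CG5493*, *E(spl)m5-HLH*, *CG5966* and *CecB* a group is at background, so the size of the difference is uncertain. The control mean of *CG5493* in abdomen is below 0, so its -5.70 depends on setting intensities under 1 to 1 and is not a measured size. Of 100 joint splits of the arrays, made without a block, only 1, the real one, gave as many, and the highest other gave 71. These splits regroup the arrays and do not model an equal change in both tissues. They therefore do not tell how many differences chance would give. With a block for each genotype and replicate number the count is 62, and splits were not made under the block, so chance may not be excluded.

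Outside the paper's tables, 14 probe sets were called in both tissues in the same direction, 10 of them with a gene name. The gene *Rnf11* among them is not outside those tables, which hold another of its probe sets, also lower in both tissues. That of *CG7304* was not above background in either group of either tissue. With replicate number as a block the only shared call left was that of *loj*. *E(spl)m5-HLH*, a Notch-responsive transcriptional repressor gene, went from 104 ± 1.45 to 1688 ± 336 in abdomen (SD, n = 3; adjusted p = 0.00134) and from 72 ± 8.4 to 3940 ± 628 in head/thorax, at least 17.4-fold (log2 fold change 5.77, adjusted p = 0.00015).

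Calls shared by the tissues could come from the loss of *loj*, from sequence or expression differences carried on the chromosome arm of the *loj* alleles, or from a region inherited next to *loj*. Being called in both tissues had an odds ratio of 0.836 on that arm (Fisher's exact test, 0.337 to 1.82, p = 0.854) and 0.623 among the 200 genes on each side of *loj* (0.0154 to 3.67), which cannot tell these apart. The p values by direction that follow are not adjusted for the number of sets and regions tested. Probe sets higher in both tissues were rarer on the arm (Fisher's exact test, odds ratio 0.136, 0.00332 to 0.816, p = 0.0207), which argues against the arm for them. Those lower in both were more frequent there (Fisher's exact test, odds ratio 3.18, 1 to 9.6, p = 0.0246; *Adck5*, *Cbl*, *CG11370*, *CG32264*, *D19A*, *teq* and *UGP*, with *loj* left out). Fisher's exact test did not pass on the arm for those lower in abdomen (odds ratio 1.87, 0.827 to 3.98, p = 0.0888), those lower in head/thorax (1.33, 0.817 to 2.1, p = 0.22), or those lower in both over both arms of chromosome 3 (1.59, 0.527 to 5.03, p = 0.452), so differences carried with the alleles may account for some of those lower in both, and this stays open. Of 100 joint splits, made without a block, only 1, the real one, gave 56 shared calls, and the highest other gave 0. In abdomen no split other than the real one gave any call, so other joint splits had little or nothing to share. They therefore do not test whether calls are shared by chance. Whether arrays of the same number are paired is not known: their deviations from the group means correlated by 0.13, 0.11 and 0.13 between control and *loj* in head/thorax, and by 0.38, 0.17 and 0.36 between the tissues in *loj*. With replicate number as a block 1 shared call remained, and splits were not made under the block, so chance may not be excluded.

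Higher immune genes could reflect induction, more hemocytes or more fat body in the samples. Standard errors in this and the next paragraph are taken over the member genes of a list and do not measure variation between arrays. In head/thorax the hemocyte markers had a median log2 fold change of 0.060 (standard error 0.066) and the fat body markers one of -0.144 (standard error 0.090). The immune-induced peptides had one of 0.333 (standard error 0.126), so by these medians neither share is likely to account for all of the rise. In abdomen the hemocyte markers had a median of 0.222 (standard error 0.083; 13 of 19 positive, adjusted p = 0.0597 from camera), the fat body markers one of -0.083 (standard error 0.063) and the immune-induced peptides one of 1.223 (standard error 0.169), so there too neither is likely to give all of it, while a part from more hemocytes stays open.

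Lower eggshell genes in abdomen could reflect fewer late follicles, less ovary in the samples, or 1 *loj* array. The germline genes had a median of -0.075 (standard error 0.037) against -0.616 (standard error 0.184) for the eggshell genes, and without the *loj* array that matters most the eggshell median was -0.377, so neither a smaller ovary nor 1 *loj* array is likely to give all of it; leaving out a control array was not tested for this list.

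The 6 arrays of a tissue allow only 10 splits, too few for a test. In abdomen the real split gave 164 calls and the highest other 0, and in head/thorax 350 and 3; for gene lists these were 11 and 9 in abdomen and 11 and 8 in head/thorax. In each case only 1 split, the real one, reached its count. Regrouped arrays still passed as many as 9 and 8 lists at the fixed correlation. The adjusted p of a list at that correlation therefore does not by itself measure the evidence for a change with genotype.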

How the results depend on the processing

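Leaving out probe sets with a value under 1 and setting values under 32 to 32 were chosen only after the results were seen. The fall of *loj* kept its direction and its call throughout, and no named gene reversed; of the named genes' results 202 kept their side of the threshold with quantile normalization, 167 with the Cyber-T style test (40 stronger), 160 with no intensity trend (50 weaker), 134 with replicate number as a block (76 weaker) and 117 with the per-gene test (93 weaker). With 1 array left out, of the results of its tissue 62 (43 weaker, without control head/thorax replicate 1) to 87 (12 weaker, without *loj* head/thorax replicate 1) kept theirs, and 52 results were weaker with values under 32 set to 32. Values not listed kept their side of the threshold, but some moved: the head/thorax immune odds ratio was 8.78 with low intensities left out and 91.1 with the paper's immune-regulated genes, the head/thorax JNK odds ratio 7.48 with low intensities left out, and the abdomen immune odds ratio 0 with the replicate block. Quantile normalization: abdomen JNK odds ratio 13.8. Median centring: 190 higher in abdomen, abdomen immune and JNK odds ratios 6.25 and 15.2, 103 shared calls. Adding 32: abdomen immune odds ratio 7.12, 144 differing between tissues. Leaving out low intensities, where fewer probe sets are tested: 234 higher in abdomen, abdomen odds ratios 6.54 and 8.65, 117 shared. No intensity trend: 34 higher and 21 lower in abdomen, 98 higher in head/thorax, head/thorax JNK odds ratio 9.86, 10 shared. All 12 arrays in 1 fit: 306 higher and 113 lower in abdomen, abdomen odds ratios 11.4 and 9.56, 312 higher in head/thorax, 139 shared. Replicate block: 0 higher and 1 lower in abdomen, 77 higher and 58 lower in head/thorax, head/thorax JNK odds ratio 12.2, 1 shared, 62 differing between tissues. The paper's thresholds: abdomen immune odds ratio 5.76, head/thorax JNK odds ratio 5.44, 147 differing between tissues. Cyber-T style test: 396 higher and 130 lower in abdomen, abdomen odds ratios 14.6 and 7.19, 403 higher in head/thorax, 211 shared, 281 differing between tissues. Per-gene test without moderated variances: 3 higher and 6 lower in abdomen, 31 higher and 34 lower in head/thorax, head/thorax immune odds ratio 9.83 and JNK odds ratio 0, 4 shared, 61 differing between tissues. No fold threshold: abdomen immune odds ratio 6.76, 340 higher and 305 lower in head/thorax. The paper's immune-regulated genes as the list: abdomen immune odds ratio 53.9; the paper chose these as changed on these samples, so this value, like the 91.1, is not independent evidence. Estimated correlation: 0 gene lists called in abdomen and 0 in head/thorax. Fry: in abdomen only the p24 list passed (adjusted p = 0.0031). In head/thorax the Toll, Imd, short immune peptide, JAK/STAT, ER chaperone, p24, glycolysis, lipid breakdown and serpin lists passed (adjusted p from fry 0.000692 to 0.0456), and no other did. No value under 1: 263 higher and 78 lower in abdomen, abdomen odds ratios 8.17 and 10.5, 141 shared. Values under 32 set to 32: 57 higher and 29 lower in abdomen, abdomen immune odds ratio 10.2, 112 higher in head/thorax, head/thorax JNK odds ratio 8.57, 21 shared, 170 differing between tissues. With 1 array left out: 13 to 29 higher and 9 to 23 lower in abdomen, 50 to 261 higher and 43 to 134 lower in head/thorax, 8 to 63 shared, 54 to 133 differing between tissues, abdomen immune and JNK odds ratios 0 to 0, head/thorax immune odds ratio 9.99 to 21.5 and JNK odds ratio 0 to 16.8, 8 to 12 gene lists in abdomen and 8 to 14 in head/thorax, and *loj* log2 fold change -4.77 to -4.65 in abdomen and -5.15 to -4.96 in head/thorax. Apart from the fewer probe sets or arrays tested where these were left out, the cause was not tested. Intensities near background limit both tissues: 17 abdomen calls and 54 head/thorax calls have neither group above it.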

Differences from the paper's values

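No test here was chosen only after a difference was seen. The paper called genes at an unadjusted p under 0.001 and 1.5-fold with agreement of several expression measures, and the values here come from 1 measure with adjusted p values; the settings named are those set before the data were examined. A count is taken to differ where one is more than 1.5 times the other, so that counts within 1.5-fold can still differ by many genes. Counts here are of probe sets, and any called in the same direction in both tissues counts as shared. In the paper's tables 30 probe sets stand in those of each single tissue with the same direction, so its shared count may leave such ones out.

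For genes changed in abdomen the paper's value is 366 and the value here 164; the counts are within 1.5-fold with median centring (244), leaving out low intensities (301), all 12 arrays in 1 fit (419) and the Cyber-T style test (526), and are not with quantile normalization (198), adding 32 (182), no intensity trend (55), replicate block (1), the paper's thresholds (229), the per-gene test (9) and no fold threshold (198).

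For genes changed in both tissues the paper's value is 97 and the value here 56; the counts are within 1.5-fold with quantile normalization (69), median centring (103), adding 32 (71), leaving out low intensities (117), 1 fit (139), the paper's thresholds (65) and no fold threshold (71), and are not with no trend (10), block (1), Cyber-T style (211) and the per-gene test (4). For genes higher in both tissues the paper's value is 77 and the value here 36; the counts are within 1.5-fold with median centring (82), leaving out low intensities (99) and 1 fit (106), and are not with quantile normalization (48), adding 32 (51), no trend (1), block (0), the paper's thresholds (42), Cyber-T style (172), the per-gene test (1) and no fold threshold (50).

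Abdomen only here means called in abdomen and not in the same direction in head/thorax, and includes 2 probe sets called in the opposite direction there. For genes higher in abdomen only the paper's value is 205 and the value here 80; the counts are within 1.5-fold with 1 fit (200) and Cyber-T style (224), and are not with quantile normalization (90), median centring (108), adding 32 (77), leaving out low intensities (135), no trend (33), block (0), the paper's thresholds (118), the per-gene test (2) and no fold threshold (80). For genes lower in abdomen only the paper's value is 64 and the value here 28; the counts are within 1.5-fold with leaving out low intensities (49), 1 fit (80), the paper's thresholds (46), Cyber-T style (91) and no fold threshold (47), and are not with quantile normalization (39), median centring (33), adding 32 (34), no trend (12), block (0) and the per-gene test (3). For genes changed in abdomen only the paper's value is 269 and the value here 108; the counts are within 1.5-fold with leaving out low intensities (184), 1 fit (280) and Cyber-T style (315), and are not with quantile normalization (129), median centring (141), adding 32 (111), no trend (45), block (0), the paper's thresholds (164), the per-gene test (5) and no fold threshold (127).

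For genes higher in at least 1 tissue the paper's value is 446 and the value here 284; the counts are within 1.5-fold with quantile normalization (311), median centring (357), leaving out low intensities (396), 1 fit (512), Cyber-T style (627) and no fold threshold (420), and are not with adding 32 (290), no trend (131), block (77), the paper's thresholds (288) and the per-gene test (33).

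Of the paper's listed probe sets, 253 of 368 in abdomen and 138 of 368 in head/thorax are not called here. Among genes the paper names, some of them under older symbols, these include, with their Cyber-T style p, *CecC* (1.91e-07 in abdomen and 1.56e-09 in head/thorax), *AttB* (2.89e-05 and 1.09e-05), *AttC* (1.56e-06 and 5.62e-07), *Gnmt* (1.1e-05 and 7.53e-09), *GstD5* (1.49e-09 and 0.00146), the probe sets labelled CG14207 (3.14e-06 and 3.56e-07) and CG33093 (4.08e-08 and 2.82e-06), in head/thorax *Socs36E* (4.15e-09) and *CG33468* (3.83e-06), and in abdomen *Acbp6* (5.88e-09), *Spn88Eb* (1.34e-07), *IM23* (5.04e-08), *ninaD* (0.000263), the *p24-2* probe set (0.000228), *CecB* (1.56e-08), *PGRP-SA* (9.1e-08), *Cht4* (6.25e-10), *dec-1* (1.47e-07), *Vm32E* (2.35e-05), *Cp15* (0.000367) and CG4415 (2.87e-05). On simulated data that test, at an unadjusted p under 0.001, gave 85 false calls in abdomen and 81 in head/thorax. There limma, at an adjusted p under 0.05, gave 2 and 3. Of added 2-fold changes that test found 62.7% in abdomen and 64.2% in head/thorax, and limma 32.8% and 43.3%. The thresholds differ, and agreement of several expression measures was not simulated. These counts therefore do not tell whether the genes above are false calls. The paper tested some of them, *AttC*, *GstD5*, *IM23*, *Socs36E* and *ninaD* among them, by quantitative PCR on separate RNA samples. It reports the array's direction for every gene tested. For most it reports a significant difference in both tissues, and for *GstD5* in neither.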

Other observations

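No test in these paragraphs was chosen only after a result was seen, and the genes and lists stand at no claim of the paper.

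Odorant binding protein genes in head/thorax included 7 of 51 that fell and 1 that rose. *Obp84a* decreased from 462 ± 56.9 to 211 ± 7 (SD, n = 3; log2 fold change -1.12, adjusted p = 0.00887), *Obp69a* had -1.02 (adjusted p = 0.0112) and *Os-C* -0.81 (adjusted p = 0.0134), while *Obp56h*, at background in controls, rose (adjusted p = 0.0344). The list itself did not pass (3 higher and 7 lower adjusted over the list alone; adjusted p = 0.198), nor did it in abdomen (adjusted p = 0.446).

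Of 83 cytochrome P450 genes in head/thorax, 1 rose, *Cyp4d21* (log2 fold change 1.30, adjusted p = 0.0432), and 6 fell, and the list did not pass (adjusted p = 0.92); its median is 0.034 and takes the other sign with quantile normalization. Of 84 chitin and cuticle genes 3 rose, with *Idgf1* among them (log2 fold change 1.01, adjusted p = 0.0429), and 2 fell (adjusted p = 0.198).

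Apart from the eggshell list in abdomen (adjusted p = 0.00113 from camera), none of the lists of tissues and cell types passed. Median log2 fold changes in abdomen and head/thorax were 0.22 (adjusted p = 0.0597) and 0.060 (adjusted p = 0.378) for hemocytes, -0.083 (adjusted p = 0.63) and -0.14 (adjusted p = 0.468) for fat body, 0.053 (adjusted p = 0.92) and 0.006 (adjusted p = 0.564) for muscle, 0.076 (adjusted p = 0.518) and 0.018 (adjusted p = 0.928) for Malpighian tubules, -0.13 (adjusted p = 0.387) and -0.081 (adjusted p = 0.0797) for photoreceptors, and -0.10 (adjusted p = 0.818) and -0.004 (adjusted p = 0.795) for neurons. Genes transferred by males had -0.12 (adjusted p = 0.654) and 0.18 (adjusted p = 0.315), ribosomal proteins -0.013 (adjusted p = 0.962) and 0.007 (adjusted p = 0.837), and metallothioneins -0.12 (adjusted p = 0.699) and -0.13 (adjusted p = 0.795). The medians of muscle, Malpighian tubule and ribosomal genes in head/thorax take the other sign under another scaling.

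In head/thorax the lists of eggshell (0.928), yolk (0.357), germline (0.701), octopamine (0.346), digestive enzyme (0.89) and proteasome (0.221) genes did not pass, as adjusted p values from camera, and neither did glycolysis genes in abdomen (0.828). The glycolysis median in abdomen was 0.019, and -0.038 with quantile normalization, and the mean was -0.19.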
